# Treating ICB-resistant glioma with anti-CD40 and mitotic spindle checkpoint controller BAL101553 (lisavanbulin)

**DOI:** 10.1172/jci.insight.142980

**Published:** 2021-09-22

**Authors:** Vassilis Genoud, Felipe I. Espinoza, Eliana Marinari, Viviane Rochemont, Pierre-Yves Dietrich, Paul McSheehy, Felix Bachmann, Heidi A. Lane, Paul R. Walker

**Keywords:** Immunology, Oncology, Brain cancer, Cancer immunotherapy, Innate immunity

## Abstract

Glioblastoma is a highly malignant brain tumor with no curative treatment options, and immune checkpoint blockade has not yet shown major impact. We hypothesized that drugs targeting mitosis might affect the tumor microenvironment and sensitize cancer cells to immunotherapy. We used 2 glioblastoma mouse models with different immunogenicity profiles, GL261 and SB28, to test the efficacy of antineoplastic and immunotherapy combinations. The spindle assembly checkpoint activator BAL101553 (lisavanbulin), agonistic anti-CD40 antibody, and double immune checkpoint blockade (anti–programmed cell death 1 and anti–cytotoxic T lymphocyte–associated protein 4; anti–PD-1 and anti–CTLA-4) were evaluated individually or in combination for treating orthotopic GL261 and SB28 tumors. Genomic and immunological analyses were used to predict and interpret therapy responsiveness. BAL101553 monotherapy increased survival in immune checkpoint blockade–resistant SB28 glioblastoma tumors and synergized with anti-CD40 antibody, in a T cell–independent manner. In contrast, the more immunogenic and highly mutated GL261 model responded best to anti–PD-1 and anti–CTLA-4 therapy and more modestly to BAL101553 and anti-CD40 combination. Our results show that BAL101553 is a promising therapeutic agent for glioblastoma and could synergize with innate immune stimulation. Overall, these data strongly support immune profiling of glioblastoma patients and preclinical testing of combination therapies with appropriate models for particular patient groups.

## Introduction

Glioblastoma (GBM), the most prevalent primary brain tumor, is a particularly heterogeneous and aggressive tumor, with a poor prognosis of less than 2 years of expected survival at diagnosis (1). Current standard of care comprises surgery followed by radiotherapy and temozolomide (TMZ), with no improved treatment protocols for over a decade (2). For other cancer indications, immunotherapies have brought unprecedented clinical benefits for patients (3), and there is hope that similar treatment approaches could be adapted for GBM.

Although antitumor immunity can employ diverse effector mechanisms, clinical cancer immunotherapy has become dominated by different immune checkpoint blockade (ICB) strategies, with programmed cell death 1/programmed cell death ligand 1 (PD-1/PD-L1) and cytotoxic T lymphocyte–associated protein 4 (CTLA-4) blocking antibodies (Ab) already approved for multiple indications (4). Nevertheless, it is not clear whether it is a realistic objective to extend ICB to a majority of cancer indications, as most patients are still unresponsive, with lack of T cell infiltration (5) or low mutational load (6) being linked to this ICB resistance. For GBM, most tumors exhibit a low mutational load with few infiltrating T cells, and they can be described as immunologically “cold” tumors (7). Mutational load is linked to immunotherapy through neoepitopes that originate from mutated proteins and that are highly immunogenic (8) but need to be presented to T cells by MHC class I (MHC-I), which is downregulated in human GBM (9). Moreover, GBM generates a highly immunosuppressive tumor microenvironment (TME), with high infiltration of potentially protumor regulatory T cells (Treg) and M0/M2 macrophages (10, 11).

In several preclinical studies, “cold” tumors have been sensitized to ICB monotherapy, by combining different treatment strategies such as antineoplastic agents, or by targeting multiple immune checkpoints (12), with some treatment combinations also tested in GBM models (13, 14). However, as we have previously shown (15), the baseline ICB response of mouse GBM models can vary considerably, likely mirroring very different patient groups. Therefore, when investigating combination treatment for GBM in studies that will translate to clinical application, the choice of mouse model is crucial. The GL261 glioma mouse model is highly sensitive to ICB (15, 16) and may recapitulate responses of certain, but rare, GBM patients, whereas the SB28 model will better represent the immunotherapy sensitivity of the majority of human GBM (15).

In this study we used both SB28 and GL261 mouse GBM models to explore therapeutic combinations, including ICB, with a focus on the more stringent and challenging SB28 model. In view of the major myeloid cell infiltration but minor T cell infiltration of SB28 tumors (15), we anticipated that both immune compartments would require modulation to achieve therapeutic effect. We hypothesized that drugs inducing mitotic spindle checkpoints would induce genomic instability in tumor cells, as a first step toward sensitizing them to ICB. Hence, we investigated the use of BAL27862 (avanbulin) and its prodrug BAL101553 (lisavanbulin) (17), a novel microtubule-disrupting agent (18), whose activity is dependent on activation of the mitotic spindle assembly checkpoint (SAC) (19), which has high blood-brain barrier penetrance (20) and activity in orthotopic GBM models (21). BAL101553 is currently being evaluated in phase I/IIa trials for GBM as monotherapy or in combination with radiotherapy (ClinicalTrials.gov identifiers NCT03250299 and NCT02490800). This compound showed in vitro and in vivo activity in the 2 models used, SB28 and GL261. Immunotherapeutic strategies alone, including anti–PD-1 (aPD-1) and anti–CTLA-4 (aCTLA-4) ICB, or agonistic anti-CD40 (aCD40) Ab, acting on macrophages and DCs, were not efficacious in the stringent SB28 model, but a synergistic effect leading to prolonged survival was obtained with a combination of aCD40 and BAL101553. Analysis of SB28 mutational load and the immune infiltrate suggested that this combined therapy might be able to function independently of T cells, which was confirmed by reproducing the therapeutic effect in T cell– and B cell–deficient mice. The same treatment strategies were also tested in the more immunogenic GL261 model, which revealed a favorable outcome when BAL101553 was combined with aCD40, but not with ICB. Overall, these results indicate that, with an optimal combination of treatment modalities, a synergistic effect of selected antineoplastic drugs and immunotherapy agents can be obtained even in a stringent preclinical model of GBM.

## Results

### BAL27862 inhibits SB28 glioma cell proliferation in vitro and stimulates release of high mobility group box 1.

BAL27862 has a cytostatic and cytolytic effect on SB28 cells (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.142980DS1), with an IC_50_ of 5.5 nM (Figure 1A). We also assessed BAL27862’s induction of key molecules associated with immunogenic cell death (ICD), namely, extracellular release of ATP and high mobility group box 1 (HMGB1), and translocation of calreticulin to the membrane. BAL27862 did not induce extracellular release of ATP or calreticulin translocation (Figure 1, B and C). In contrast, the compound modestly increased extracellular release of HMGB1 at all concentrations tested (Figure 1D). These results indicate that SB28 is sensitive to BAL27862 at in vivo–achievable concentrations and that the resulting dying cells might stimulate recognition by innate immune cells through release of HMGB1.

### BAL101553 prolongs survival of mice bearing orthotopic, TMZ-resistant SB28 glioma but does not sensitize to ICB.

We assessed the efficacy of TMZ treatment in mice implanted intracranially (IC) with SB28 (Figure 2A), a protocol previously reported to be efficacious in the GL261 model (22). SB28-implanted mice were resistant to TMZ therapy, with no increase in survival (Figure 2B). We then proceeded to in vivo testing with the prodrug BAL101553 to determine whether the in vitro benefits of BAL27862 could be recapitulated in vivo. BAL101553 monotherapy resulted in prolonged survival of implanted mice that was statistically significant (Figure 2C), resulting from delayed SB28 growth assessed by in vivo bioluminescence imaging (Supplemental Figure 2). However, once tumor growth was unequivocal, growth rate was similar in control and BAL101553-treated mice. Histological analysis of brains at an intermediate time point (21 days postimplantation) also showed a clear reduction in tumor size in BAL101553-treated mice compared with controls (Supplemental Figure 3). To further optimize BAL101553 effect, we tested treatment durations of 2 and 4 weeks, or until appearance of terminal symptoms. The latter treatment duration significantly increased survival compared with 2 weeks (42 vs. 35 days of MS) but not with 4 weeks of treatment (Supplemental Figure 4, A and B).

We next evaluated the effects of combining BAL101553 treatment with ICB (consisting of a combination of aPD-1 and aCTLA-4) using an established protocol previously shown to be efficacious in the GL261 mouse glioma model but not in SB28 (15). We confirmed resistance of SB28-implanted mice to ICB alone, as no survival increase was observed. Moreover, combination of BAL101553 with ICB did not reveal any statistically significant impact over BAL101553 treatment alone (MS: 35 days vs. 39 days for BAL101553 or BAL101553 and ICB, respectively) (Figure 2C).

BAL101553 is an activator of the SAC, inducing cell cycle arrest and subsequent death, or aberrant chromosome segregation leading to genomic instability (23). This in turn could induce mutations and promote neoepitope generation, thereby potentiating the ICB effect. We hypothesized that late combination with ICB, when BAL101553 had already affected tumor cells for an extended time period, might be most efficacious. Moreover, we reasoned that even low doses of BAL101553, not leading to immediate cell death, could also efficiently drive genomic instability. We therefore tested late combination of ICB and a lower dose (15 mg/kg) of BAL101553. However, late use of ICB, either alone or after extended BAL101553 treatment, did not reveal any ICB/BAL101553 combination effect (Supplemental Figure 4C). Regarding low-dose treatment with BAL101553 at 15 mg/kg, this was as potent as 25 mg/kg to prolong survival: 40 and 42 days of MS for 15 mg/kg and 25 mg/kg, respectively, compared with 29 days of MS for controls. However, the lower dose of BAL101553 still did not induce ICB responsiveness (Supplemental Figure 4D).

### SB28 cells acquire an IFN-γ response signature in vivo.

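SB28 is a mouse glioma cell line that carries GFP, and BAL101553 is an orally given prodrug that activates the spindle assembly checkpoint. RNA sequencing of SB28 cells grown in mouse brain was analyzed from the table the authors deposited, which gives the number of reads they counted on each gene, without normalization, in 24421 rows. The paper's data statement names another deposit; the deposit used here has the same title as the paper, and the match to Supplemental Figure 5 given below ties its libraries to the paper. The table holds 3 libraries from vehicle control mice and 3 from BAL101553-treated mice, whereas the paper states 2 ex vivo samples for each group. Between 24540452 and 28761388 reads were counted per control library, with a median of 26145423, and between 26667789 and 34013875 per BAL101553 library, with a median of 30361908. Control tumors were taken at day 21, and BAL101553-treated tumors at day 33 according to the Results and at day 35 according to the Methods. The Methods state that the days were set to match tumor volume. Treatment and time of growth therefore differ together. The sample labels call the material whole tissue, and the paper describes sorted tumor cells. According to the Methods, stranded libraries were mapped with TopHat and counted with HTSeq and featureCounts. The paper's text does not name the genome build, the gene annotation, which counter made the table, or how reads shared between near-identical genes were treated.

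The ex vivo columns of Supplemental Figure 5 carry no replicate numbers. Their shading for 14 genes was compared with the CPM (counts scaled to the total of each library) of those genes in the 6 libraries, with Pearson's r as a matching score and no test. Among the 36 ordered choices of libraries within the treatments, control 1 and 2 and BAL101553 2 and 3 matched best, with a mean r of 0.984 and a lowest r for a gene of 0.950. The next choice, with control 3 in place of control 2, had a mean r of 0.948. Control 1 and 2 and BAL101553 2 and 3 are therefore termed the matched libraries. Control 3 and BAL101553 1 were not matched to the figure, and the paper gives no reason for leaving libraries out.

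Counts were scaled with edgeR's TMM method, which also scales all other CPM given here, and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. Libraries of one group differed by more than the sampling noise, with a chi-square per degree of freedom between 23.8 and 68.4 in the control and BAL101553 groups. This is more than repeated sequencing of 1 library would give, but does not show that the libraries came from separate mice; each was counted as a replicate, as the labels number them. In the matched libraries, 12713 genes were tested, 2673 had an unadjusted p under 0.05, and 1 had an adjusted p under 0.05. This gene, *Ltbp2*, was higher after BAL101553, with an adjusted p of 0.00933. With 3 libraries per group, 12633 genes were tested and 1860 had an adjusted p under 0.05, of which 1091 were higher and 769 lower after BAL101553. The choice of libraries moved this count most, from 1 to 1757 genes across the 15 fits that left out 1 library in a group or in both groups. Without control 3 the count was 193, and without BAL101553 1 it was 1133.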

RNA sequencing was used to assess transcriptional changes in flow cytometry–sorted SB28 cells resulting from 21 days or 33 days of in vivo growth (mice treated with vehicle control or BAL101553, respectively). There was a prominent upregulation of expression of IFN-γ response genes in ex vivo samples compared with their in vitro counterparts (Figure 3A). Expression of *B2m*, *H2.D1*, and *H2.K1*, coding for MHC-I chains, was significantly upregulated. Other IFN-γ–regulated genes, such as *Fn1*, *Lgals3*, and *Stat1*, were also expressed at a significantly higher level by ex vivo samples (Figure 3A). Interestingly, *Pdl1*, which is included in the IFN-γ signature, was significantly upregulated, as well as other genes encoding (potentially) immunoregulatory molecules such as *CD80*, *CD155*, *Tgfb1*, and *CD276* (B7H3) but that are not part of the IFN-γ signature (Figure 3B). In order to validate the presence of IFN-γ cytokine that could induce this pattern of gene expression by the tumor cells, we tested whole tumor lysates with an IFN-γ ELISA (data not shown); this showed a trend for more IFN-γ in tumor-bearing mice compared with healthy brains, presumably derived from infiltrating T cells and NK cells. In contrast to the in vitro and ex vivo differences in gene expression by SB28 cells from nontreated mice, no significant differences were observed between ex vivo controls and SB28 cells sorted from BAL101553-treated mice, neither for the IFN-γ signature nor for immunoregulatory molecule expression (Supplemental Figure 5, A and B).

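The IFN-γ signature is a list of 9 genes in Supplemental Figure 5, among them *Cd274*, which encodes PD-L1, *H2-K1*, *H2-D1*, *B2m* and *Ifit1*. In the matched libraries, none of the 9 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, over all genes tested or adjusted over the list alone, and 2 had an unadjusted p under 0.05. Log2 fold changes after BAL101553 lay between 0.04 and 0.91, with all 9 genes higher. With 3 libraries per group, again no gene had an adjusted p under 0.05, over all genes tested or adjusted over the list alone, and 2 had an unadjusted p under 0.05. Here 7 genes were higher and 2 lower. *H2-K1* had the lowest adjusted p in both sets of libraries. Its log2 fold change was 0.79 in the matched libraries (standard error 0.19, adjusted p = 0.117 from the same test) and 0.58 with 3 libraries per group (standard error 0.18, adjusted p = 0.0700). Across the 26 alternatives its adjusted p lay between 0.0167, with DESeq2's Wald test, and 0.334, with control 2 and 3 and BAL101553 1 and 2, and without BAL101553 1 it was 0.0388. Reads of *H2-K1* and *H2-D1* can be shared between these near-identical genes, so both values are uncertain.

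The list was also tested as a set on log2 CPM with limma's camera, at a preset correlation of 0.01 between genes, with p adjusted over the 10 lists tested. In the matched libraries the signature was higher after BAL101553 (adjusted p = 0.0453), with a median log2 fold change of 0.42. This call did not hold under limma's fry (adjusted p = 0.354) or under camera with an estimated correlation (adjusted p = 0.786). With 3 libraries per group, the median log2 fold change was 0.12, camera gave an adjusted p of 0.722, fry of 0.723 and the estimated correlation of 0.988. Without control 3, camera's adjusted p was 0.311, and without BAL101553 1 it was 0.177.

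For the immunoregulatory genes *Cd274*, *Cd80*, *Cd276*, *Lgals9*, *Pvr* and *Tgfb1*, no adjusted p was under 0.05 in either set of libraries, over all genes tested or adjusted over the list alone, and 2 genes had an unadjusted p under 0.05 in each. Of these 6 genes, 3 were higher and 3 lower after BAL101553 in both sets of libraries. Tested as a set with camera, they did not pass and pointed in opposite directions, higher in the matched libraries (adjusted p = 0.976) and lower with 3 libraries per group (adjusted p = 0.855). From the comparison of the ex vivo groups, the paper states that BAL101553 treatment made no significant difference to either gene list.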

### BAL101553 synergistically combines with aCD40 to increase survival.

Because SB28 is an immunologically cold tumor (15), and because BAL101553 therapy cannot potentiate an ICB effect in 2 combination treatment protocols, we hypothesized that immunogenicity of SB28 might be augmented by immune activation in addition to ICB. We tested an agonistic aCD40 antibody, reasoning that this may promote macrophage and dendritic cell (DC) activation, which in turn would promote T cell–dependent antitumor immunity. We first tested a late combination with ICB, in order to have the tumor affected by BAL101553 treatment, and aCD40 used concomitantly with ICB (Supplemental Figure 6A). Adding agonistic aCD40 alone did not prolong survival (Supplemental Figure 6B); all survival-extending treatments required BAL101553, either alone or in combination with aCD40 or with ICB. The modest, but nonsignificant, trend for prolonged survival with the BAL101553 and aCD40 combination encouraged us to try to enhance the effect and to explore potential mechanisms. Because we had determined that prolonged exposure to BAL101553 did not significantly increase mutational load (Supplemental Figure 7), there was less rationale for late combination of immunotherapy. We hypothesized that combining aCD40 from day 7 postimplantation (as in Figure 4A) might enhance its combinatory effect. Indeed, there was a modest but significant increase of survival when BAL101553 was combined with aCD40, compared with BAL101553 monotherapy (MS of 42 days and 49 days in BAL101553 and BAL101553 plus aCD40 groups, respectively; Figure 4B). This combination treatment resulted in an 81% increase in survival compared with control mice (Figure 4B). Notably, aCD40 monotherapy was inefficacious, with combination therapy needed to reveal a synergistic treatment effect.

### Efficacy of BAL101553 and aCD40 combination therapy is T cell independent and affects BM-derived macrophage tumor infiltration.

To identify immune subsets modulated by the partially efficacious BAL101553 plus aCD40 combination therapy, we analyzed brain-infiltrating lymphocyte (BILs) at different time points. The immune infiltrate was significantly affected by the different treatments, in particular with aCD40 monotherapy (Supplemental Figure 8), with putative protumor (shown in red) or antitumor (shown in green) immune subsets indicated for the different treatment protocols. Complete analyses of mice sacrificed at appearance of terminal symptoms showed a significant increase in infiltrating T cells, with a phenotype compatible with fewer exhausted (PD-1^+^ and killer cell lectin like receptor G1 negative, KLRG1^–^) but more memory (PD-1^–^KLRG1^+^) CD8^+^ T cells and a higher CD8/CD4 and CD8/Treg ratio in the aCD40-treated group (Supplemental Figure 8, G–I) (24). BAL101553 monotherapy also affected BILs, with higher MHC-II expression by DCs, and more NK cell infiltration at day 33 after tumor implantation (Supplemental Figure 8, J and K), but this effect was lost at the time of terminal symptoms. Notably, upon appearance of terminal symptoms, mice treated with BAL101553, as monotherapy or in combination with aCD40, showed lower macrophage expression of PD-L1 compared with controls or aCD40-treated mice (Supplemental Figure 8O).

Overall, considering flow cytometry data and immunohistology (data not shown), no single innate or adaptive immune subset could be directly correlated with the synergistic effect of BAL101553 and aCD40. To gain insight into roles of innate versus adaptive immune cells, we repeated the same treatment regimens with tumor-bearing B6.129S7-Rag1^tm1Mom^/J mice, lacking T and B lymphocytes. The survival advantage offered by aCD40 monotherapy and the synergistic effect of BAL101553 and aCD40 seen in immunocompetent mice were fully recapitulated in these T cell– and B cell–immunodeficient mice (Figure 4C). These results unequivocally exclude T cells (or B cells) as being involved in the therapeutic effect of this antineoplastic and immunomodulatory combination treatment and instead implicate innate immune cells, present in both mouse strains.

Considering the T cell–independent therapeutic effect of BAL101553 and aCD40 combination, we conducted more detailed analysis of myeloid cells’ infiltration. In Figure 5, we see significantly less BM-derived macrophage (BMDM) tumor infiltration compared with microglia cells at day 23 after tumor implantation. Moreover, PD-L1 expression of BMDM was significantly enhanced after combination therapy when compared with single modality treatments. DC subsets were also characterized, with higher MHC-II expression (Supplemental Figure 8J) but lower cDC2 (CD45^+^CD11c^+^CD8^–^) infiltration in mice treated with BAL101553 (Supplemental Figure 9).

### Combination of BAL101553 and aCD40 is also efficacious in GL261-implanted mice.

In order to assess the potential of therapeutic combinations of ICB and aCD40 with BAL101553 in more highly infiltrated and mutated GBM, we also tested treatment combinations in GL261-bearing mice (15) (Figure 6A). GL261 cells were less sensitive than SB28 to BAL27862 in vitro, with an IC_50_ of 13.4 nM (Supplemental Figure 10). Consistent with this, BAL101553 monotherapy, using the same regime that was efficacious in SB28-bearing mice, did not affect survival in the GL261 model (Figure 6B). However, when BAL101553 was combined with aCD40 (inefficacious as monotherapy), there was a significant survival benefit, although all mice eventually succumbed to tumor growth. This contrasts with the efficacy of ICB therapy in this model, which, as expected in this highly mutated tumor (15, 25), led to long-term survival in 7/10 mice. Surprisingly, combination of BAL101553 and ICB had a significantly lower effect than ICB alone, with only 1/10 mice surviving at the end of the follow-up (100 days after tumor implantation) (Figure 6B).

## Discussion

There is a major unmet clinical need to develop new treatments for GBM, but immunotherapy is proving challenging to use effectively. Indeed, a phase III clinical trial (26) showed no benefits from aPD-1 therapy compared with bevacizumab, although use of nivolumab in a neoadjuvant setting was more encouraging (27, 28). Nevertheless, more widespread application of immunotherapies for GBM will require stringent preclinical testing using models that recapitulate both ICB-responsive tumors and ICB-resistant tumors, exemplified by the GL261 and SB28 models previously described (15) and further investigated in the present study. Our results show that even in the poorly mutated and immunogenic SB28 GBM model, there is still evidence for immune activation, with IFN-γ measured in the tumor (data not shown) and an IFN-γ response gene signature detected ex vivo. Moreover, PD-L1 was upregulated in SB28 tumors after in vivo growth, validating the rationale to use an ICB strategy. However, use of aPD-1 and aCTLA-4 ICB in the context of SB28 treatment never improved survival in our experiments, indicating that further treatment combinations need to be considered. Combination therapies have been successfully used to treat an ICB-resistant mouse pancreatic cancer model, using radiation, antineoplastic agents, and immunomodulators (12), or with a hypoxia-activated prodrug together with double ICB in transgenic prostate models (29). Even the highly resistant SB28 GBM model showed some responsiveness to a triple therapy comprising TMZ, a Na/H exchanger blocker, and aPD-1, although there were no long-term survivors (30). The number of possible treatment protocols when 2, 3, or more compounds or modalities are combined will rapidly exceed what is testable clinically, and so maximum insight must be gained from preclinical investigation (31). Moreover, using more than 1 model is likely to be helpful in order to recapitulate subgroups of patients.

In human GBM, patients with a hypomethylated O^6^-methylguanine–DNA methyltransferase do not benefit from the addition of TMZ to radiotherapy (32). Few alternative chemotherapy agents efficiently reach the tumor site in the brain, hence the interest in BAL101553, which efficiently enters the brain of treated rodents (20), is active in human GBM models (21, 33), and is currently undergoing clinical evaluation in GBM patients (ClinicalTrials.gov identifiers NCT03250299 and NCT02490800). In our experiments, SB28 GBM was also insensitive to TMZ, but responsive to BAL101553 treatment, in vitro and in vivo, with marked survival increase but no long-term survivors. The initial slower growth rate of SB28 tumors in BAL101553-treated mice (as judged by bioluminescence) would be compatible with a cytostatic action of the compound, which we did observe in vitro, in addition to cytotoxicity. However, the subsequent growth rate was similar in treated and untreated mice, which would be compatible either with an acquired resistance mechanism and outgrowth of resistant cells or with decreased drug availability to some tumor cells after a certain volume increase. Antineoplastic agents can potentially synergize with immunotherapy if it stimulates innate immunity through ICD (34) or adaptive immunity through enhanced neoepitope expression. BAL101553 did not strongly induce ICD in SB28 cells, although there was a modest increase in the release of HMGB1, which has been reported to bind to TLR2 and TLR4 and to enhance GBM infiltration by DCs (35). Consistent with this, we observed higher activation of brain-infiltrating DCs in BAL101553-treated, SB28-bearing mice. Some antineoplastic drugs can induce mutations even at subcytotoxic doses, leading to neoantigen expression, which may augment tumor immunogenicity. We tested multiple treatment protocols to optimize SB28 exposure to BAL101553, to induce mutations and thereby favor ICB responsiveness. However, the time period over which the compound can act on tumor cells in a mouse model is shorter than would occur in human patients. Consequently, we observed no significant increase in mutational load after treatment, although the number of predicted neoepitopes was slightly higher (Supplemental Figure 7D). Nevertheless, these approaches did not sensitize to ICB. In human GBM, some cases of hypermutated GBM are described, particularly at recurrence after TMZ treatment (36), but their sensitivity to ICB seems limited (37). In contrast, encouraging clinical responses are observed after neoadjuvant ICB in recurrent GBM patients (27, 38) that may reflect higher mutational load after prior TMZ treatment, although this potential mutational load increase was not reported.

Although ICB is currently championed as the major breakthrough in cancer immunotherapy, considerable fundamental, preclinical, and clinical knowledge in immune stimulation also exists, such as by vaccination, cytokines, or the use of agonistic antibodies (39). Clinical success of such approaches as monotherapies has been limited, but now with so many validated therapeutics available for ICB and for immunostimulation, combining the 2 approaches for the most refractory cancers is a compelling way forward (40). Among the possibilities, agonistic aCD40 is particularly interesting because it can work at many levels, for example, by activating DCs to more efficiently stimulate T cells, by triggering macrophages to exhibit antitumor functions, or even by directly interacting with certain CD40-expressing tumor cells, as proposed for certain human gliomas (41, 42), although this would not be the case for the CD40-negative mouse models used here (15). Use of aCD40 monotherapy for the immunologically cold SB28 GBM was not surprisingly inefficacious and indeed was previously reported (43). Nevertheless, aCD40 did favorably modulate infiltration of some immune cell subsets, including increased T cell infiltration. More interestingly, combining aCD40 with BAL101553 synergistically improved survival, but further improvement was not attained by adding ICB. It is possible that neoantigen expression was still insufficient to be targeted by antitumor T cells, as proposed in pancreatic cancer, a malignancy with similarities to GBM, such as resistance to ICB and low mutational load (44). Finally, since aCD40 and BAL101553 treatment of SB28 was equally efficacious in T cell– and B cell–deficient mice, this excludes a role of adaptive immunity, suggesting that SB28 GBM progresses without T cell–mediated immunoediting and is intrinsically resistant to killing by endogenous T cells. Such tumors might be better targeted by transfer of engineered T cells if suitable antigens could be targeted (45).

Despite the lack of involvement of T cells in the therapeutic response of SB28 to aCD40 and BAL101553, the fact that a robust survival increase was observed highlights the interest of exploiting innate immunity in antineoplastic/immunotherapeutic combinations for poorly antigenic/immunogenic tumors. Myeloid cells, as the major CD40-expressing immune cell in the GBM microenvironment (in humans and also in the SB28 and GL261 mouse models), merit further investigation as a target of immunomodulation. Their origin and phenotype can significantly impact their function, with M0 and M2 polarized macrophages being described in GBM (11, 46) and a CD73^hi^ macrophage signature being associated with poor prognosis (31). Our combination therapy decreased BMDM infiltration compared with microglia, and impacted PD-L1 expression, suggesting a protumor role of BMDMs and that a reduction in their infiltration favors survival. Moreover, in the GL261 model, PD-L1^+^ macrophages were proposed to be responsible for ICB resistance in the proportion of mice unresponsive to treatment (47). Inhibition of colony stimulating factor 1 receptor (CSF1R) has been tested to modulate GBM-associated macrophages, but resistance or clinical unresponsiveness was reported (11, 48). Combination therapies will need to be considered, which might also reinvigorate antitumor T cells (if present), as shown for a combination of aCD40 and CSF1R inhibitors (49). A further innate immune cell that should be considered is the NK cell, which we observed to be transiently augmented after BAL101553 treatment. The low or absent MHC expression by SB28 (15) would favor NK interaction with GBM cells, although this situation would likely be reversed after NK secretion of IFN-γ, supported by our observation of the IFN-γ response signature we detected ex vivo from SB28-bearing mice. As aCD40 and BAL101553 therapy showed some impact on DCs, this could also favor DC-NK crosstalk (50) in the SB28 model in which the role of T cells appeared with be minimal. The therapeutic interest of NK cells is considerable, particularly in view of their putative roles as effector cells able to kill human stem-like GBM-initiating cells (51).

Interestingly, the combination of BAL101553 and aCD40 was also efficacious in the well-infiltrated GL261 model, even though these agents were ineffective as monotherapies. However, in view of the characteristics of the GL261 tumor cells, particularly high mutational load, high MHC-I expression (15), and an intense immune infiltrate, GL261 probably only models a small number of human GBM cases. Unsurprisingly, our results from this study, and those from several other groups, suggest that successful treatments for the GL261 model will be T cell mediated (13, 52). Notably, the treatment combination of ICB together with BAL101553 was less efficacious than ICB alone, which might represent supraoptimal modulation of the TME or some cytotoxic/cytostatic action of BAL101553 on T cells during their activation, which we observed in vitro using BAL27862 (data not shown). This situation is unlikely to be encountered in clinical immunotherapy for GBM, particularly if the ICB approach does not include CTLA-4 antagonism. In conclusion, we have identified treatment combinations for GBM models that exhibit different responsiveness to the mitotic spindle checkpoint controller BAL101553 or immunomodulators (ICB and aCD40). Poorly immunogenic SB28 GBM, with a low mutational load, was modestly responsive to BAL101553 as monotherapy, and survival was further enhanced by addition of aCD40 stimulation, a treatment that functioned independently of T cells but impacted BMDMs. The more immunogenic and highly mutated GL261 responded to ICB alone (aPD-1 and aCTLA4), but the only therapeutically advantageous combination therapy was BAL101553 and agonistic aCD40. Our results highlight that the immune characteristics of the tumor may override the cancer cell of origin in predicting therapy response treatment combinations, a factor that should be considered for selecting patients for testing future therapy combinations in GBM.

## Methods

### Cell lines.

SB28 and GL261 murine cell lines (provided by H. Okada, UCSF, San Francisco, California, USA) were tested as mycoplasma negative and were cultured as previously described (15). SB28 expresses GFP and luciferase, used for cell sorting, immunofluorescence, and in vivo bioluminescence monitoring.

### In vitro tests on SB28 cells.

SB28 cells were seeded in 96-well plates for 24 hours, then further incubated for 48 hours with the indicated concentrations of BAL27862 (provided by Basilea Pharmaceutica International Ltd., Basel, Switzerland) of 0–60 nM, or the corresponding solvent concentration (DMSO). The median 50% growth inhibition of BAL27862 across a panel of tumor cell lines is 12 nM, a concentration readily achievable in mouse plasma based on the average serum concentration (AUC_0–24h_/24) following a dose of 20 mg/kg, orally (data not shown). CellTiter-Glo Luminescent Cell Viability/Proliferation kit (Promega) was used to assess viable cell number based on total ATP content. Culture supernatants were assessed for extracellular ATP and HMGB1 release by an ENLITEN ATP Assay (Promega) and an HMGB1 ELISA (Tecan), respectively. Cell surface calreticulin antibody was assessed by flow cytometry on detached cells using ab2907 antibody (Abcam).

### BILs’ isolation and flow cytometry analysis.

Mice were sacrificed, then perfused transcardially with Ringer’s solution, and BILs were partially purified as described previously (53). Cells were incubated with LIVE/DEAD Fixable Dead Cell Stain Kit (Invitrogen, Thermo Fisher Scientific), blocked for Fc receptor binding with 2.4G2, then surface stained with the following Ab: CD45 (30-F11), CD11b (M1/70), CD49d (R1-2), CD62L (Mel14), Ly6G (1A8), Ly6C (HK1.4), CD103 (M290), CD8 (53–6.7), CD4 (GK1.5), PD-1 (29F.1A12), PD-L1 (MIH5), NK1.1 (PK136), MHC-II (I-A/I-E, M5/114.15.2), CD80 (16-10A1), CD86 (GL-1), CD11c (N418), CD3 (145-2C11) and KLRG1 (2F1/KLRG1). For intracellular staining, we used Cytofix/Cytoperm kit (BD Biosciences) and stained for FoxP3 (FJK-16s, BD Biosciences). All Ab were purchased from BioLegend, except CD103 (M290) and CD8 (53-6.7) from BD Biosciences. Stained cells were analyzed on a Gallios flow cytometer (Beckman Coulter) and data analyzed using Kaluza software (Beckman Coulter).

### Proliferation and apoptosis assay on SB28 cells.

SB28 cells were incubated with CellTrace Violet (Invitrogen, Thermo Fisher Scientific) and seeded in 12-well plates for 24 hours. They were then further incubated for 48 hours with the indicated concentrations of BAL27862 (provided by Basilea Pharmaceutica International Ltd., Basel, Switzerland) or the corresponding solvent concentration (DMSO). Cells were incubated with LIVE/DEAD Fixable Dead Cell Stain Kit (Invitrogen, Thermo Fisher Scientific) and annexin V PE conjugated (Immunotools). Stained cells were analyzed on a Gallios flow cytometer and data analyzed using Kaluza software.

### Mouse implantation, bioluminescence, and in vivo treatment.

Tumor cells were implanted orthotopically as previously described (15), using 6- to 8-week-old C57BL/6J mice (Charles River Laboratories) or B6.129S7-Rag1^tm1Mom^/J mice (The Jackson Laboratory). Mice were monitored daily for weight loss or symptom appearance and euthanized according to veterinarian-authorized endpoints. For bioluminescence monitoring, mice were injected intraperitoneally (IP) with 3 mg of Luciferin (Gold Biotechnology) 5 minutes prior to image acquisition on an IVIS Spectrum system (Xenogen, PerkinElmer) with 3 images collected at 5-minute intervals. Only the highest signal was used for quantification. Therapeutic Ab were all purchased from Bio X Cell: anti–PD-1 (RMP1-14), anti–CTLA-4 (9D9), anti-CD40 (FGK4.5), rat IgG2a isotype control (2A3), and mouse IgG2b isotype control (MPC-11) were injected IP as specified. The prodrug BAL101553 was provided by Basilea Pharmaceutica International Ltd., administered by oral gavage at the indicated concentrations. TMZ was purchased from MilliporeSigma and injected IP at 50 mg/kg dose.

### Ex vivo cell sorting.

At day 21 or 35 after tumor implantation, for controls or BAL101553-treated mice, respectively, to match for tumor volume, mice were sacrificed and brains dissected. 

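The sort excludes CD45, encoded by *Ptprc*, and CD11b, encoded by *Itgam*. In the matched libraries, the CPM of *Ptprc* was 0.142 ± 0.100 (SD, n = 2) in controls and 0.181 ± 0.0610 (SD, n = 2) after BAL101553, and it was 0.315 in control 3 and 0.0644 in BAL101553 1, which were not matched to Supplemental Figure 5. Over 3 libraries per group it was 0.199 ± 0.123 (SD, n = 3) and 0.142 ± 0.0801 (SD, n = 3). These values rest on 2 to 8 reads per library. The CPM of *Itgam* was 0.110 ± 0.0952 (SD, n = 2) in controls and 0.140 ± 0.120 (SD, n = 2) after BAL101553 in the matched libraries, with 0.118 in control 3 and 0.418 in BAL101553 1. Over 3 libraries per group it was 0.113 ± 0.0675 (SD, n = 3) and 0.233 ± 0.182 (SD, n = 3), from 1 to 13 reads per library. Both genes were too low to be tested between the groups. The deposited table also holds 3 libraries labelled astrocytes, which the paper's text does not name. In these, the CPM of *Ptprc* lay between 8.08 and 21.7 and that of *Itgam* between 26.2 and 74.7. The summed CPM of 6 oligodendrocyte genes (*Mbp*, *Mog*, *Mag*, *Mobp*, *Cnp* and *Cldn11*) was 19.8 ± 0.963 (SD, n = 3) in controls, 16.7 ± 1.94 (SD, n = 3) after BAL101553 and 11756 ± 1297 (SD, n = 3) in the libraries labelled astrocytes.

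**Figure D1:**
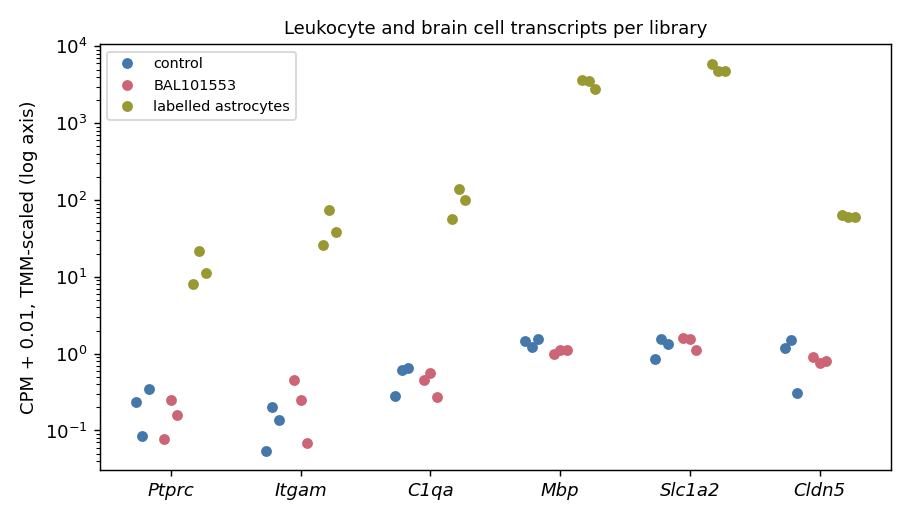
CPM of leukocyte (*Ptprc*, *Itgam*), microglia (*C1qa*), oligodendrocyte (*Mbp*), astrocyte (*Slc1a2*) and endothelial (*Cldn5*) transcripts on a log axis with a small offset, with 1 point per library. For each of these genes, the control and BAL101553 libraries lie below every library labelled astrocytes; for *Mbp* they lie at or below 1.56 CPM, against at least 2777.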

Tumor cells were obtained using a Brain Dissociation Kit (Miltenyi Biotec), staining with anti-CD45 (30-F11) and anti-CD11b (M1/70) Ab from BioLegend, then sorting on a FACSAria II (Becton Dickinson), with gating on CD45^–^CD11b^–^GFP^+^ cells. We collected a total of 300,000 cells per sample.

### Sequencing data and analysis.

We extracted DNA and RNA from the sorted samples using an AllPrep DNA/RNA Mini Kit (QIAGEN). Agilent protocol with 100 paired-end reads was used for whole-exome sequencing. To analyze the data, we used the following programs: MuTect or Haplotype Caller for variant calling and SNPeff for variant annotation. We report single nucleotide variant and frameshift mutations for each sample. NetMHCPan 4.0 or NetMHCIIPan 4.0 and IEDB v2.18 were used to predict neoepitope binding to MHC-I and -II. TruSeq stranded RNA protocol on Illumina was used for RNA sequencing, and the 50 bp reads were mapped with TopHat v2.3.13. PicardTools v1.80 was used for quality control and summarization. HTSeq and Rsubread featurCounts obtained the counts. Differential expression analysis after normalization was performed by R/Bioconductor package edgeR v3.4.3. For IFN-γ signature and differential expression of immunoregulatory molecules, we performed waterfall analysis using R. We sequenced 2 ex vivo samples for each control mice or BAL101553 group and report the results as median of both samples or a combination of all genes expressed in the 2 samples. WES and RNA sequence data are available on National Center for Biotechnology Information’s Gene Expression Omnibus, accession number: GSE127075.

### Histology and immunofluorescence.

Brains were collected after transcardiac perfusion, then transferred to a solution of 30% sucrose overnight. Tissues were then embedded in Tissue-Tek OCT (Sakura), frozen with liquid nitrogen, and stored at –80°C. We used a Leica cryostat for sectioning. Sections were fixed with 4% paraformaldehyde and blocked with a solution of 2.5% goat serum and 5% BSA (MilliporeSigma). The following primary Ab were used: rabbit anti-GFP (Proteintech, 50430-2-AP), rat anti-CD31 (BioLegend, MEC13.3), rat anti-F4/80 (BD Biosciences, T45-2342), rat anti-Ki67 (BD Biosciences, B56), and rat anti-NK1.1 (BioLegend, PK136). For the secondary Abs, we used goat anti-rabbit AF488 (Abcam, ab150077) and mouse anti-rat eFluor 660 (eBioscience, Thermo Fisher Scientific, r2a-21B2). Image acquisition was performed on a Zeiss Axio Imager Z1, Axio Imager.Z2 Basis LSM 800, or Zeiss Axioscan.Z1 microscope with either ×20 or ×40 objectives and processed using Zeiss Zen software.

### Statistics.

For survival curves we used log-rank (Mantel-Cox), and for multiple comparisons (Figure 1, B–D; and Figure 5, A–D), we used 2-way ANOVA with Tukey’s multiple-comparison test. *P* < 0.05 was considered significant.

### Study approval.

All animal experimental studies were reviewed and approved by institutional — Direction de l’expérimentation animale, Geneva, Switzerland — and cantonal — Direction générale de la santé, Geneva, Switzerland — veterinary authorities in accordance with Swiss Federal law.

## Author contributions

VG and PRW conceived and designed the experiments. VG, FIE, and VR performed the experiments. VG, FIE, EM, VR, PYD, PM, FB, HAL, and PRW analyzed the data. VG, FIE, EM, VR, PYD, PM, FB, HAL, and PRW wrote the paper.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
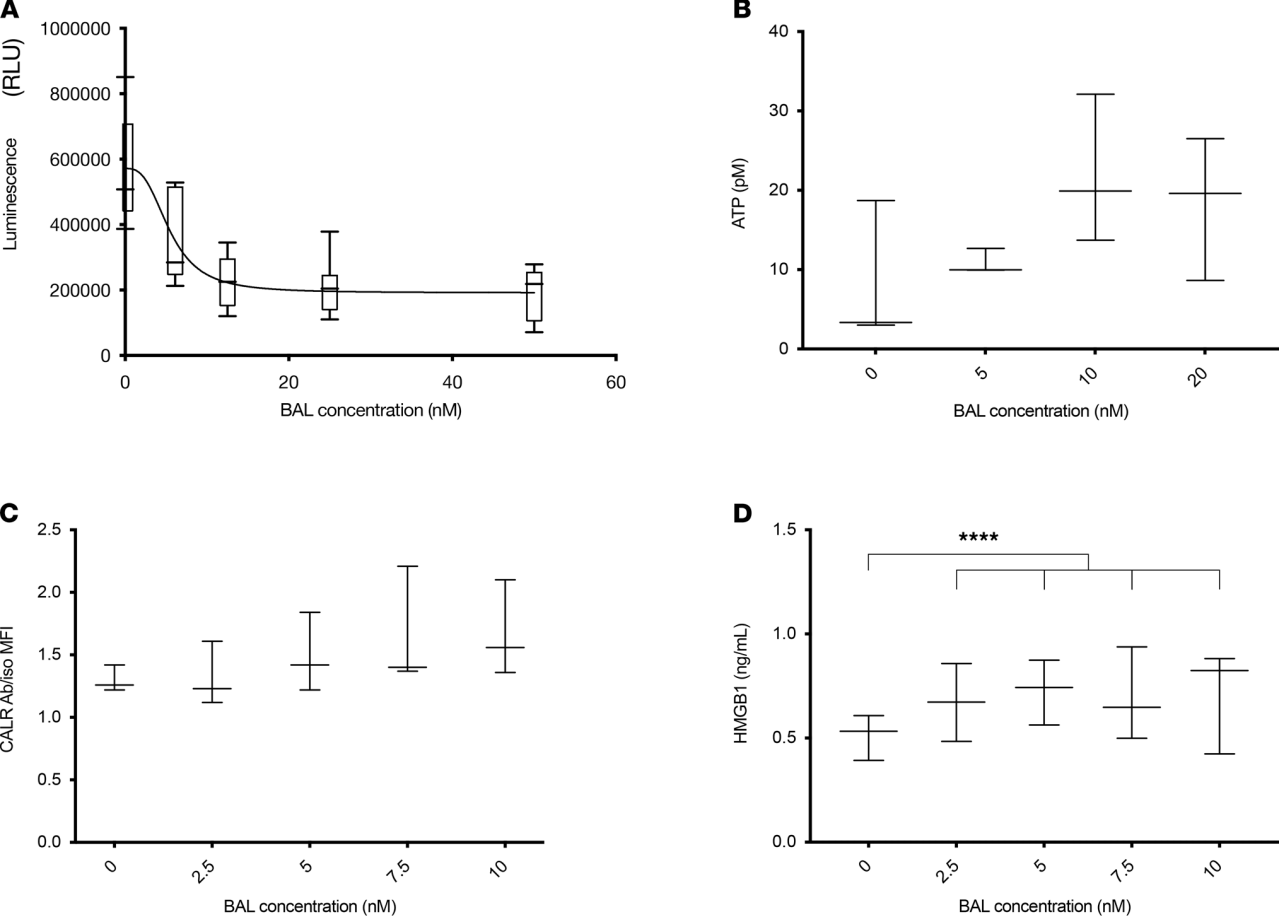
BAL27862 affects the number of viable SB28 cells in vitro but is a modest immunogenic cell death inducer. (**A**) Number of viable SB28 cells based on total ATP content by luminescent (in relative light units) cell viability/proliferation assay; SB28 sensitivity to BAL27862 (BAL) corresponds to an IC_50_ of 5.466 nM. (**B**–**D**) Evaluation of BAL27862 induction of key ICD features: (**B**) extracellular ATP release, (**C**) membrane translocation of calreticulin (CALR, calculated as MFI ratio), (**D**) HMGB1 release. Statistics: 2-way ANOVA with Tukey’s multiple-comparison test. ****: *P* < 0.0001. Box-and-whisker plot with the bounds of the box representing lower and upper quartiles, the line within the box showing the median, and the whiskers showing minimum and maximum values. All results include 3 biological replicates. Ab/iso, ratio of Ab MFI over isotype control MFI.****

**Figure 2:**
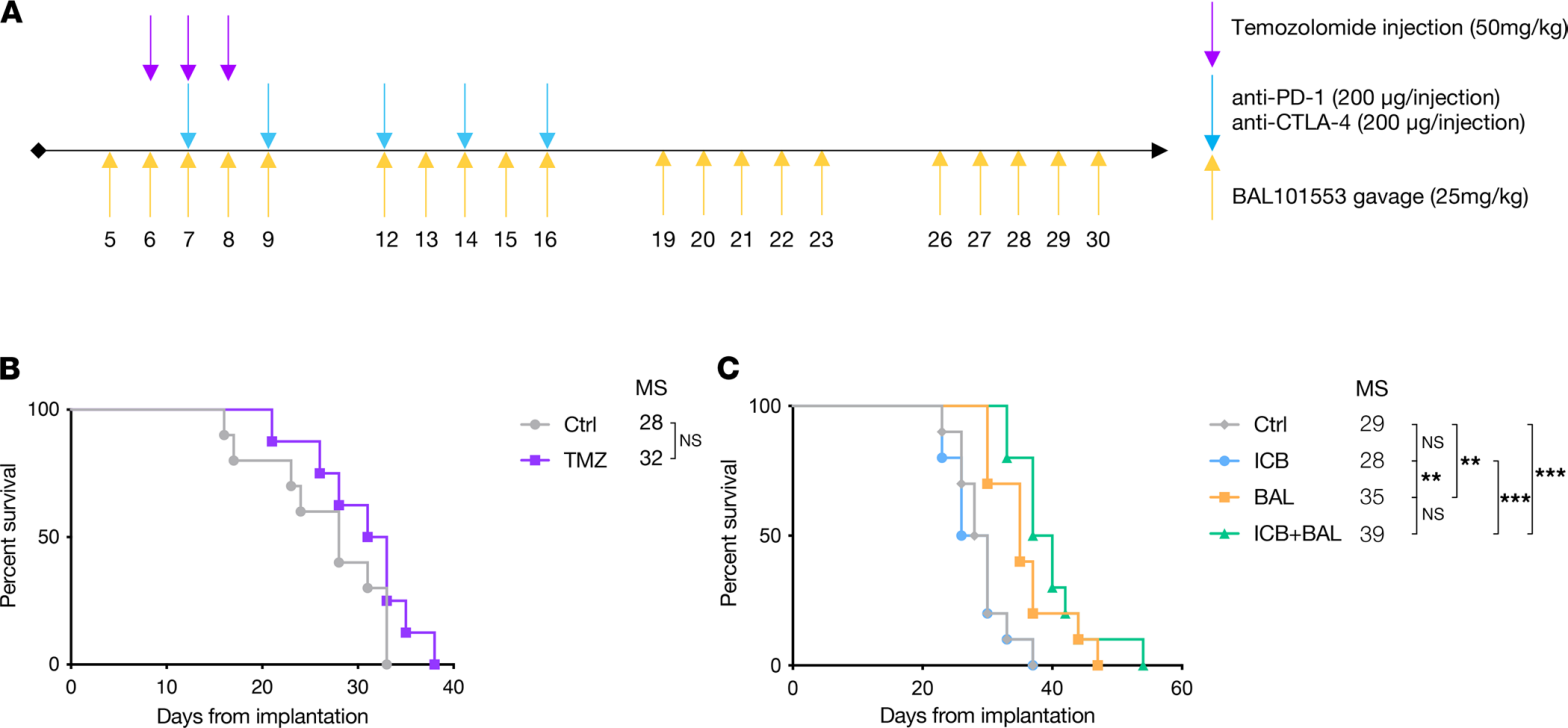
BAL101553 but not TMZ significantly improves survival of SB28-implanted mice. (**A**) Treatment schedule of mice IC implanted with SB28 at day 0. (**B**) Symptom-free survival curve of mice treated with temozolomide (TMZ) or vehicle control (Ctrl). (**C**) Symptom-free survival curve of mice treated with anti–PD-1 and anti–CTLA-4 (ICB), BAL101553 (BAL), or a combination of both treatments (ICB+BAL). Treatments were injected intraperitoneally except for BAL101553, which was administered by oral gavage. Median survival (MS) is displayed in days for survival curves. Statistics: Log-rank (Mantel-Cox): nonsignificant: *P* > 0.05; **: *P* < 0.01; ***: *P* < 0.001. *n* = 10 mice per group.

**Figure 3:**
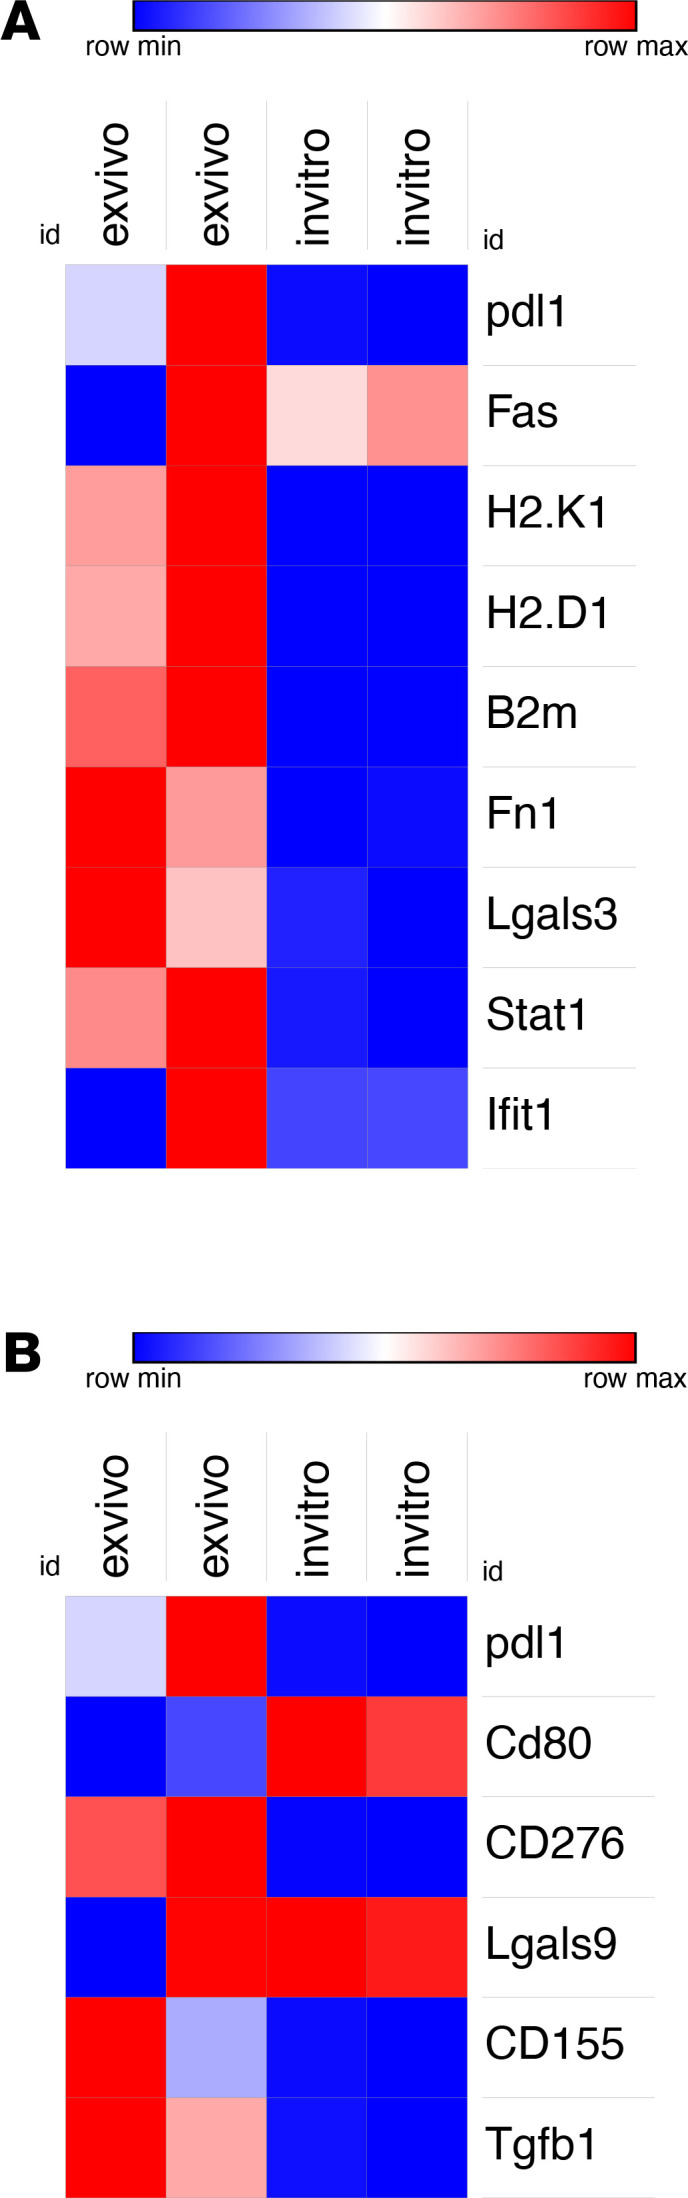
IFN-γ signature and immunomodulatory molecule gene expression by SB28 glioma cells after in vivo growth. (**A** and **B**) Gene expression level of genes comprising (**A**) an IFN-γ signature and (**B**) key immunomodulatory molecules, based on RNA sequencing between in vitro and ex vivo SB28 cells, respectively. Two biological replicates are analyzed for each group.

**Figure 4:**
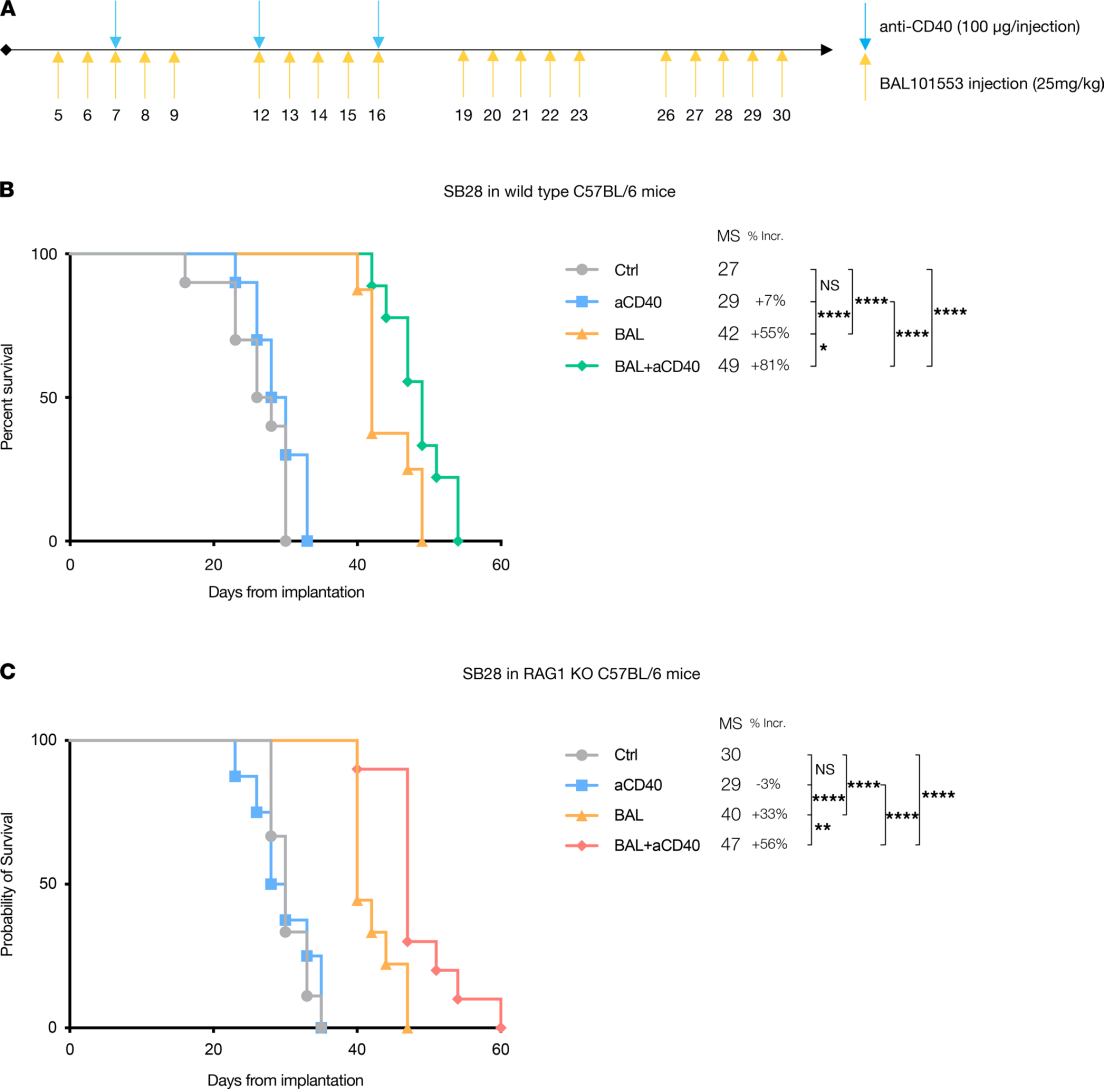
Early anti-CD40 combination with BAL101553 therapy offers a significant survival increase in SB28-implanted T/B cell–deficient mice. (**A**) Treatment schedule of mice IC implanted with SB28 at day 0. (**B** and **C**) Symptom-free survival after treatment with anti-CD40 (aCD40), BAL101553 (BAL), or a combination of both (BAL+aCD40) of (**B**) wild-type, immunocompetent C57BL/6 mice or (**C**) immunodeficient B6.129S7-Rag1^tm1Mom^/J (RAG1 KO) mice. MS is indicated in days, and the percentage increase (% Incr.) in MS is calculated relative to Ctrl group. Statistics: Log-rank (Mantel-Cox): nonsignificant *P* > 0.05; *: *P* < 0.05; **: *P* < 0.01; ****: *P* < 0.0001. *n* = 8–10 mice per group.

**Figure 5:**
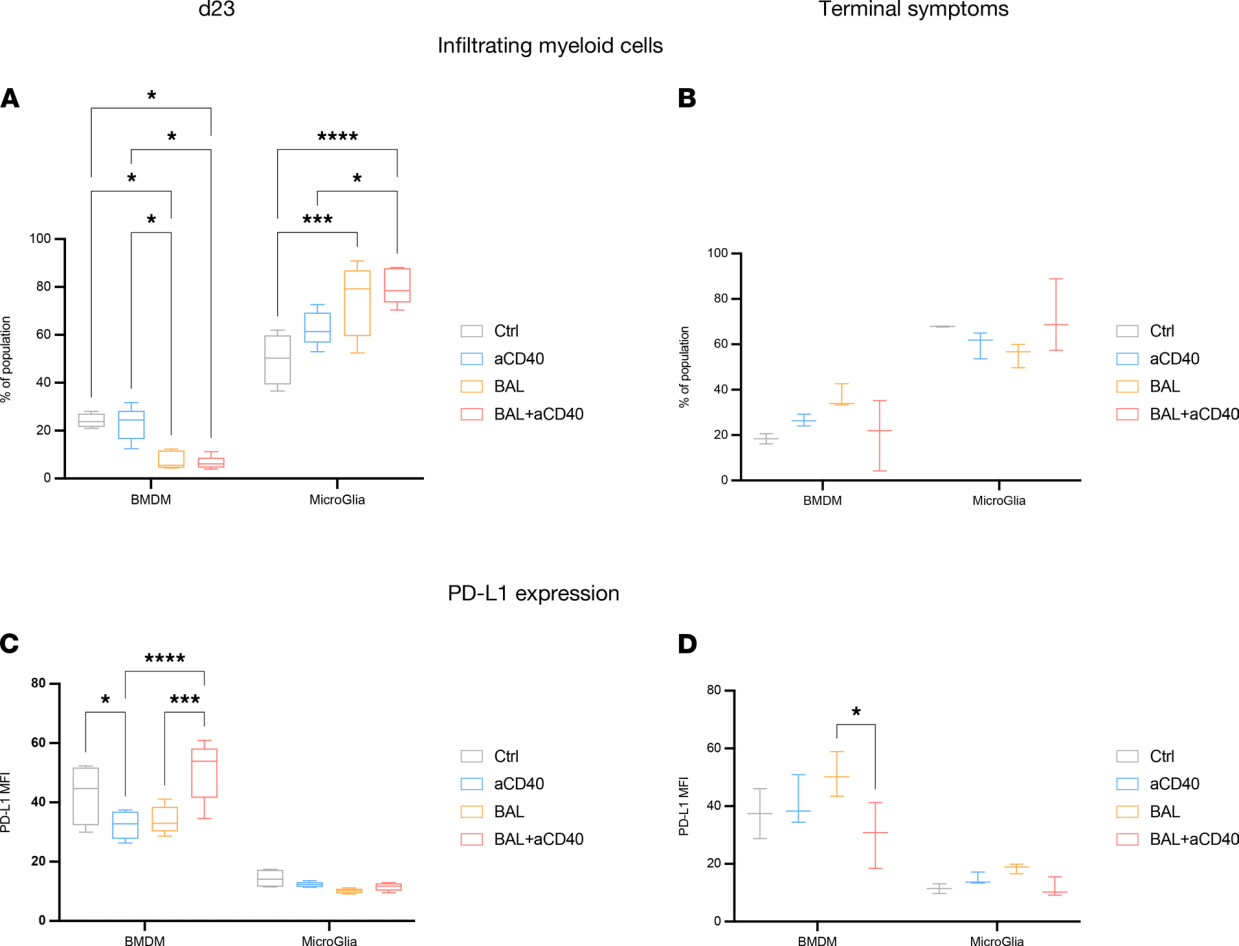
BAL101553-treated tumors are less infiltrated by BM-derived macrophages. (**A** and **B**) Proportion of brain-infiltrating myeloid cells, and their corresponding PD-L1 expression (**C** and **D**), from mice IC implanted with SB28 and treated with vehicle control (Ctrl), anti-CD40 (aCD40), BAL101553 (BAL), or a combination of BAL and aCD40 were collected at day 23 (**A** and **C**) or at time of terminal symptoms (**B** and **D**). Statistics: 2-way ANOVA with Tukey’s multiple-comparison test. *: *P* < 0.05; ***: *P* < 0.001; ****: *P* < 0.0001. Error bars indicate SD. BMDM cells are defined as CD11b^+^CD49d^+^, microglia as CD11b^+^CD49d^–^. All cells are gated on CD45^+^ cells after exclusion of doublets and dead cells. Box-and-whisker plot with the bounds of the box representing lower and upper quartiles, the line within the box showing the median, and the whiskers showing minimum and maximum values. *n* = 3–4 mice per group.

**Figure 6:**
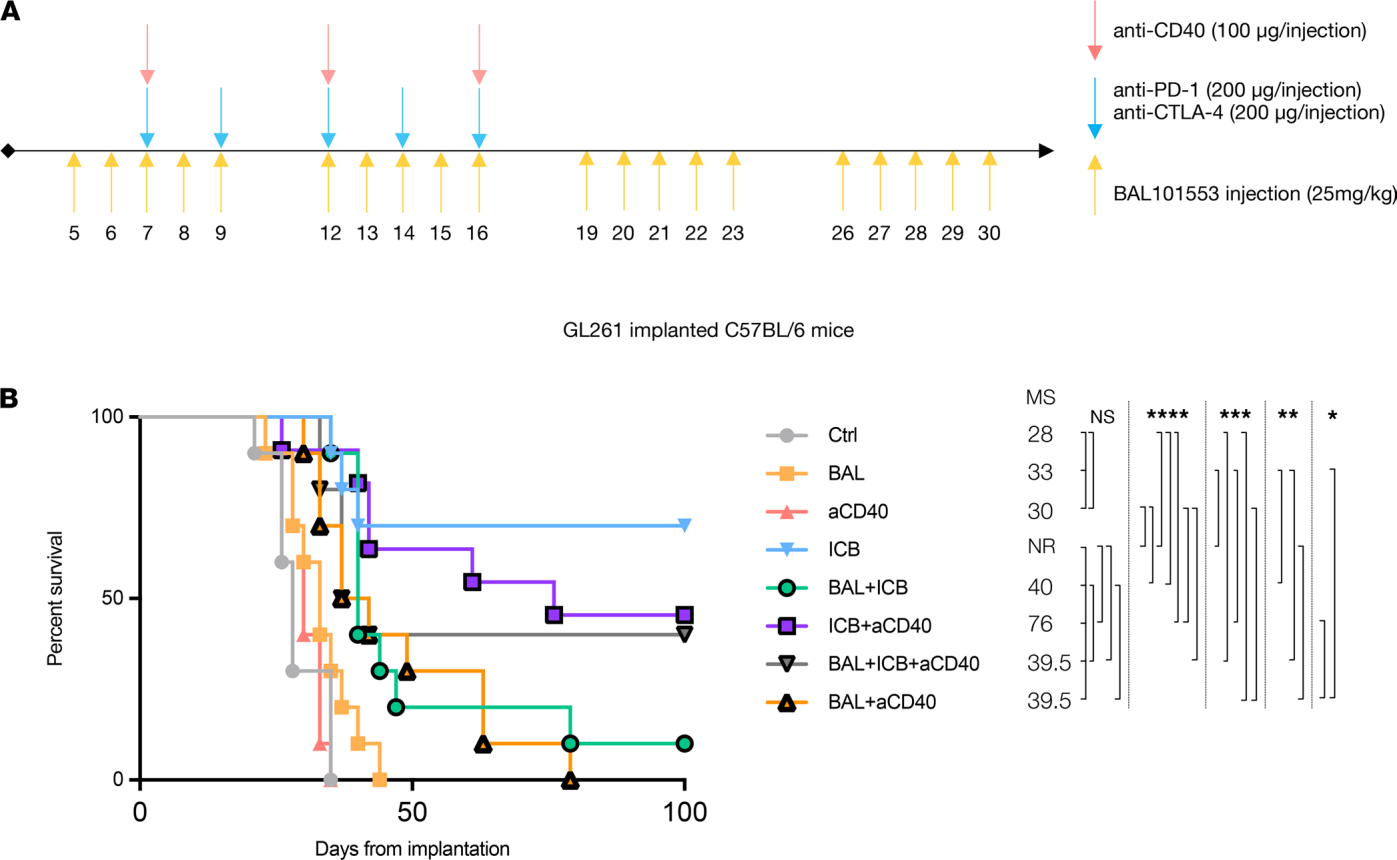
Combination of BAL101553 and aCD40 significantly improves survival of GL261-implanted mice. (**A**) Treatment schedule of mice IC implanted with GL261 at day 0. (**B**) Symptom-free survival of mice treated with vehicle control (Ctrl), anti-CD40 (aCD40), BAL101553 (BAL), immune checkpoint blockade (ICB), a combination of BAL+ICB, a combination of BAL+aCD40, a combination of ICB+aCD40, and a combination of BAL+ICB+aCD40. MS is displayed in days. Statistics: Log-rank (Mantel-Cox): nonsignificant *P* > 0.05; *: *P* < 0.05; **: *P* < 0.01; ***: *P* < 0.001; ****: *P* < 0.001. *n* = 10 mice per group.

# Supplementary material for: Treating ICB-resistant glioma with anti-CD40 and mitotic spindle checkpoint controller BAL101553 (lisavanbulin)
**Source:** JCI Insight. 2021 Sep 22;6(18):e142980. doi: 10.1172/jci.insight.142980
**Supplement:** Supplemental data

Supplementary Figure S1

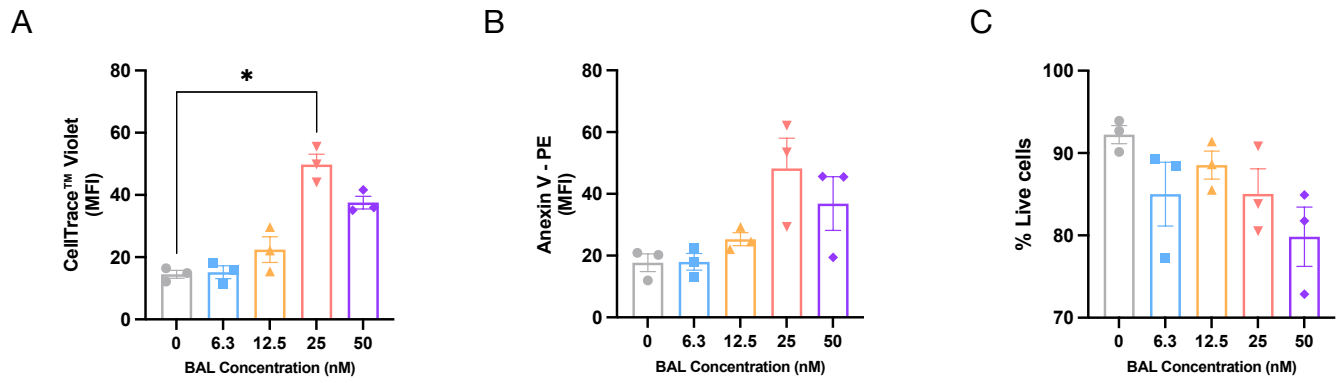

**Supplementary Figure S1 – In vitro, BAL27862 has a cytostatic and cytolytic activity on SB28 cells.** SB28 cells were exposed in vitro to the indicated concentrations of BAL27862 for 48 hours and analyzed by flow cytometry for proliferation (A), apoptosis (B) and cell death (C). Mean +/- SEM indicated of 3 independent experiments. Statistics: Kruskal-Wallis test: \*:  $p < 0.05$ .

Supplementary Figure S2

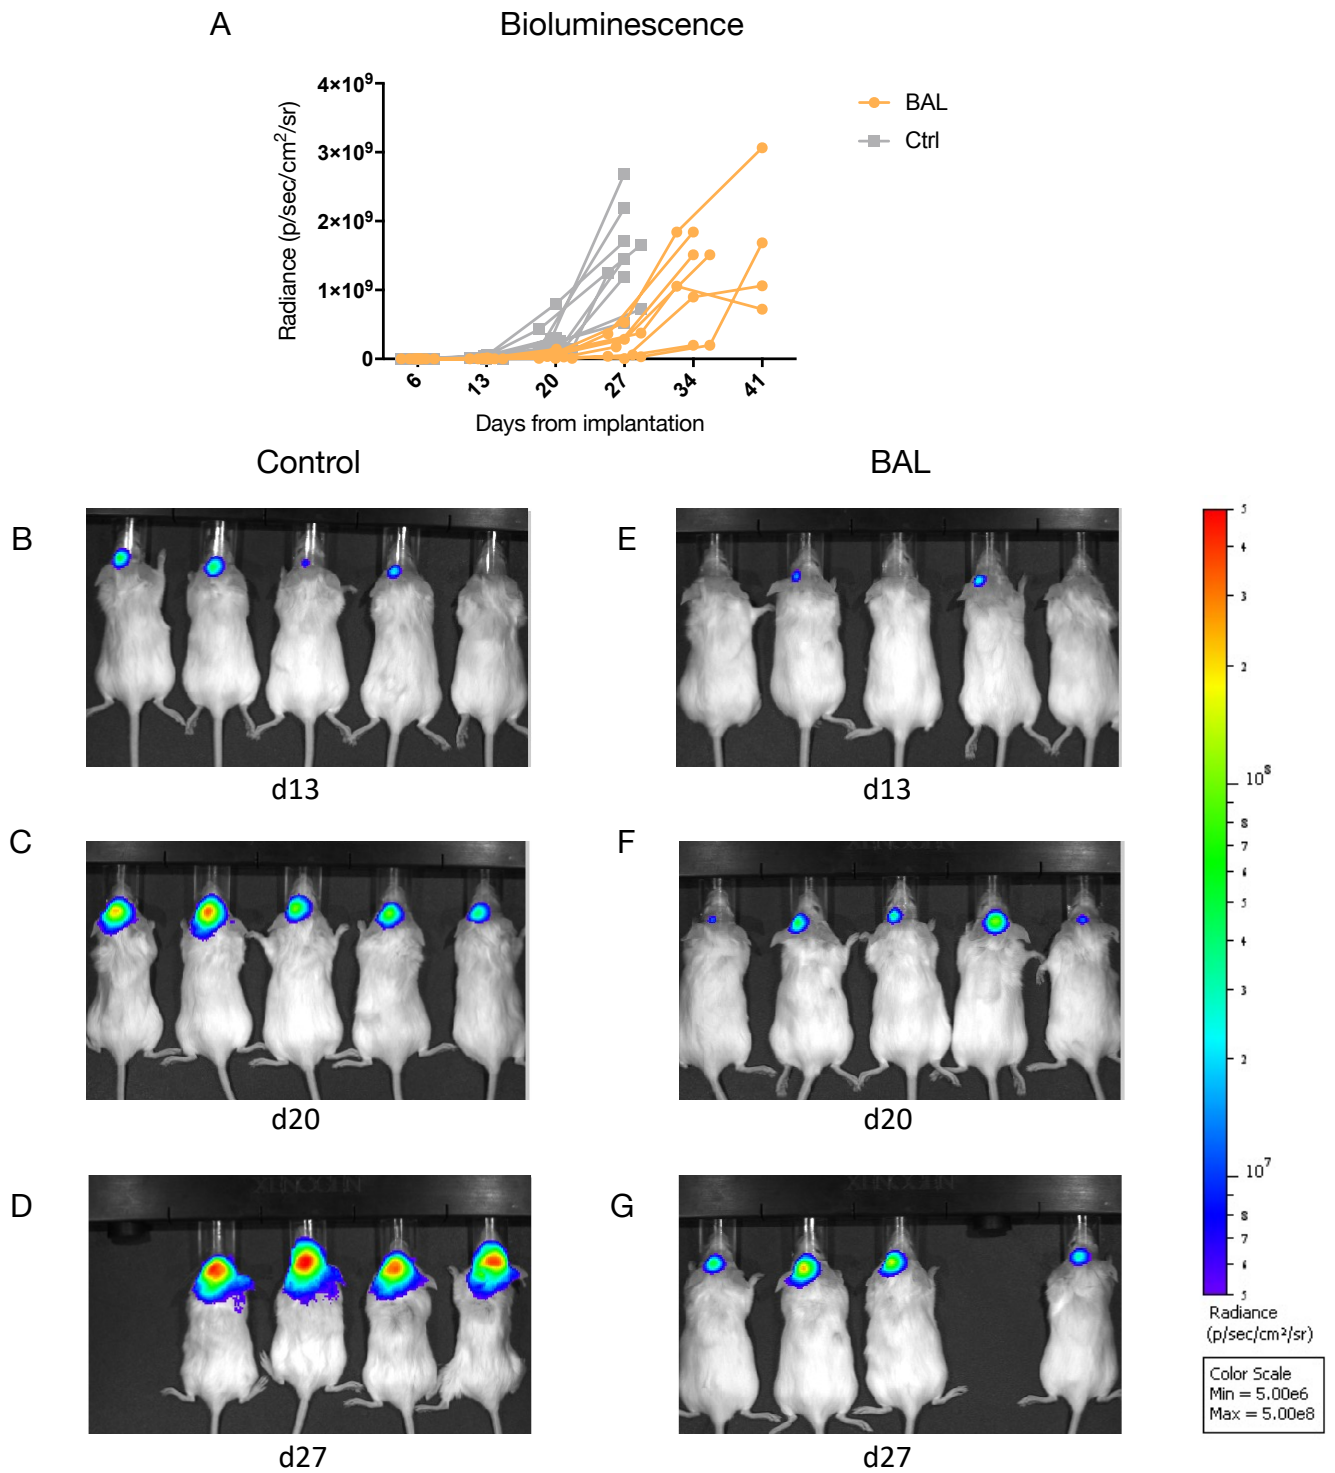

**Supplementary Figure S2 – BAL101553 delays SB28 growth in vivo as shown by bioluminescence follow-up.** (A) Individual bioluminescence signal follow-up of all mice intra-cranially implanted with SB28 and treated with BAL101553 (BAL) or vehicle control (Ctrl) until terminal symptoms. (B, C, D, E, F, G) Representative pictures of bioluminescence follow-up at day 13 (B, E), 20 (C, F) or 27 (D, G) post intra-cranial implantation of SB28, of mice treated with vehicle control (B, C, D) or BAL101553 (E, F, G).

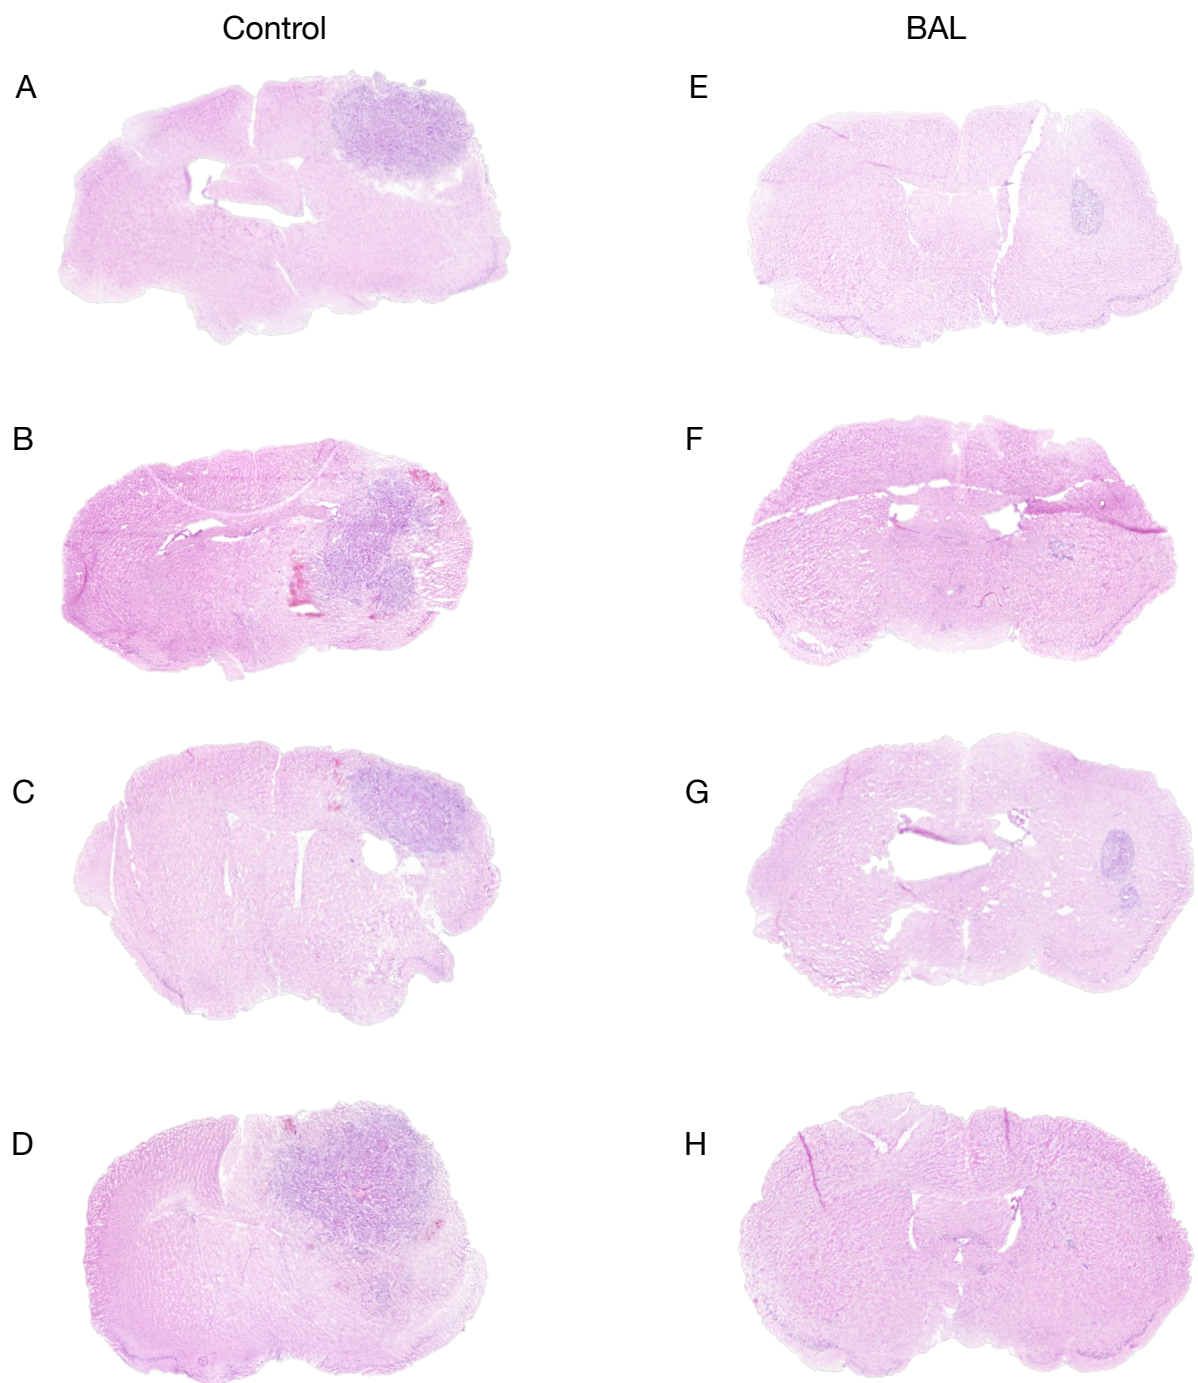

**Supplementary Figure S3 – BAL101553 delays SB28 growth in vivo.** (A - H) Representative pictures of coronal sections of brains from mice treated with vehicle control (A, B, C, D) or BAL101553 (BAL) (E, F, G, H) and stained with haematoxylin and eosin at day 21 post intra-cranial implantation of SB28. Each section corresponds to a different mouse brain.

Supplementary Figure S4

A

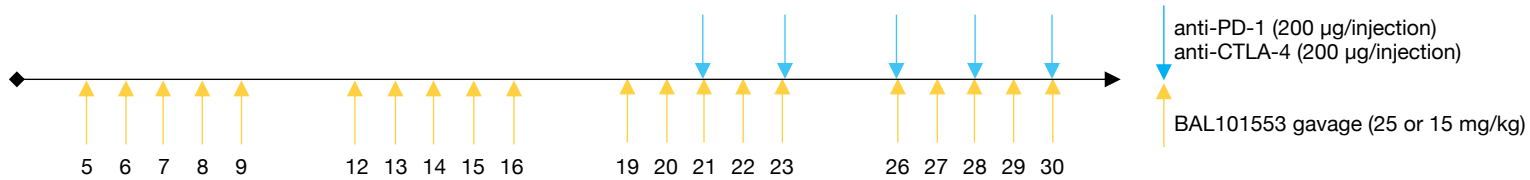

B

Treatment duration comparison

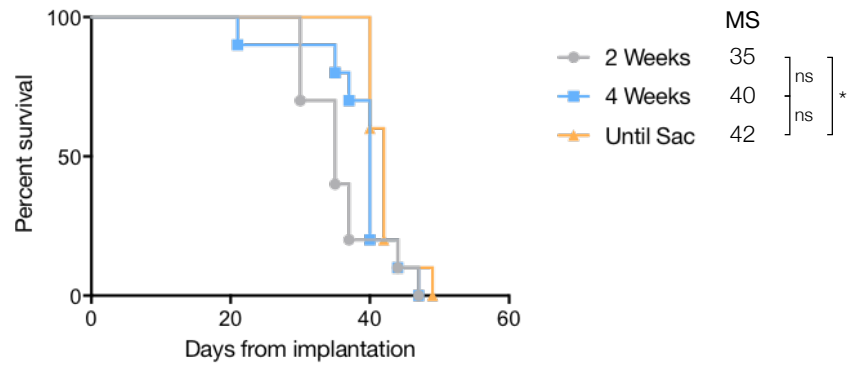

C

ICB+BAL late combination

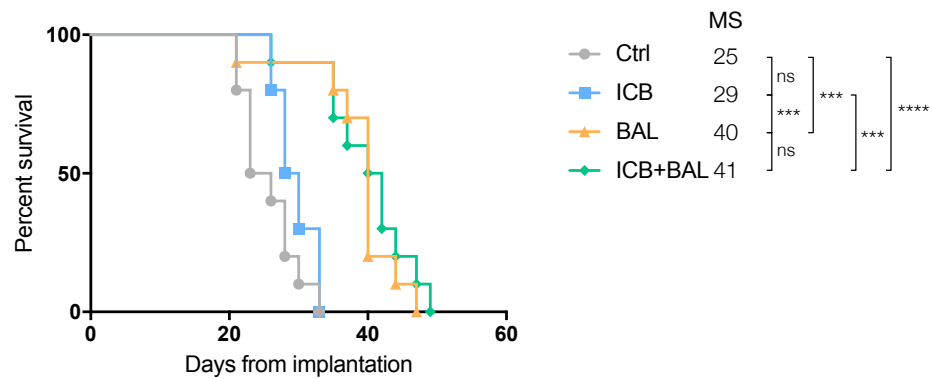

D

BAL concentration comparison

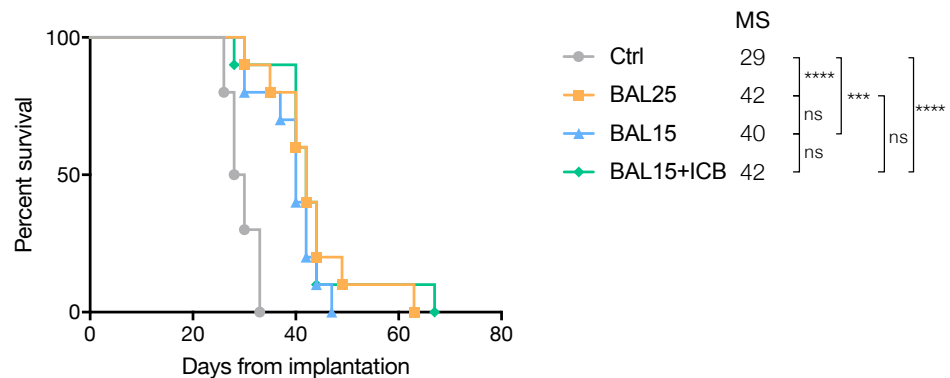

**Supplementary Figure S4 – Low dose BAL101553 treatment is as efficient as higher dosage, but does not sensitize to immune checkpoint inhibitors.** (A) Treatment schedule of mice intra-cranially implanted with SB28 at day 0. (B) Symptom-free survival curve of mice treated from day 5 post-implantation for 2 or 4 weeks or until terminal symptoms (5 out of 7 days per week). (C) Symptom-free survival curve of mice treated with BAL101553 (BAL) or a late immune checkpoint inhibitor (ICB) treatment, and the combination of both. (D) Symptom-free survival curve of mice treated 4 weeks with vehicle control (Ctrl), 25mg/kg of BAL101553 (BAL25) or 15mg/kg of BAL101553 (BAL15) and in combination with ICB at late stage as shown in A (BAL15+ICB). Median survival (MS) is displayed in days. Statistics: Log-rank (Mantel-Cox): non-significant (ns)  $p > 0.05$ ; \*:  $p < 0.05$ ; \*\*\*:  $p < 0.001$ ; \*\*\*\*:  $p < 0.0001$ .

A

IFN $\gamma$  signature induced by BAL

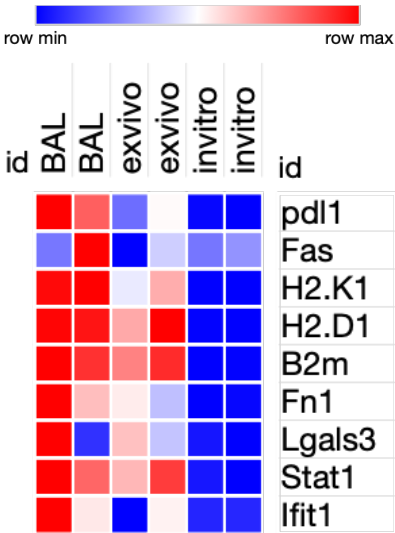

B Immunomodulatory gene expression induced by BAL

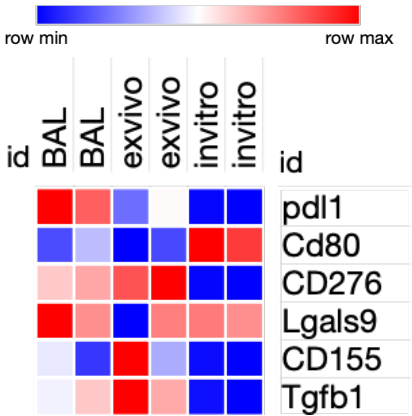

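Gene positions are from GENCODE vM21 on GRCm38, which may differ from the authors' annotation. *H2-K1* (chromosome 17, 33996017 to 34000347) had 306 ± 75.3 CPM (SD, n = 2) in the matched control libraries and 530 ± 4.79 (SD, n = 2) in the matched BAL101553 libraries, with 340 CPM in control 3 and 365 in BAL101553 1. Over all libraries it had 318 ± 56.7 (SD, n = 3) and 475 ± 95.9 CPM (SD, n = 3). *B2m* (chromosome 2, 122147686 to 122153083) changed sign with the libraries used. Its log2 fold change was 0.17 in the matched libraries (standard error 0.17, adjusted p = 0.607 from edgeR's quasi-likelihood test) and -0.05 with 3 libraries per group (standard error 0.17, adjusted p = 0.860), with 2188 CPM in control 3 and 1500 in BAL101553 1. *Cd274* (chromosome 19, 29367455 to 29388095) had 4.10 ± 1.42 CPM (SD, n = 2) and 7.74 ± 0.903 CPM (SD, n = 2) in the matched libraries, and 5.91 in control 3 and 4.99 in BAL101553 1. Its log2 fold change of 0.91 (standard error 0.33, adjusted p = 0.196) in the matched libraries was 0.53 (standard error 0.29, adjusted p = 0.234) with 3 libraries per group. *Ifit1* (chromosome 19, 34640871 to 34650009) varied most within a group relative to its mean, between 28.3 and 94.1 CPM among the BAL101553 libraries and between 30.0 and 78.8 CPM among the control libraries.

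**Figure D2:**
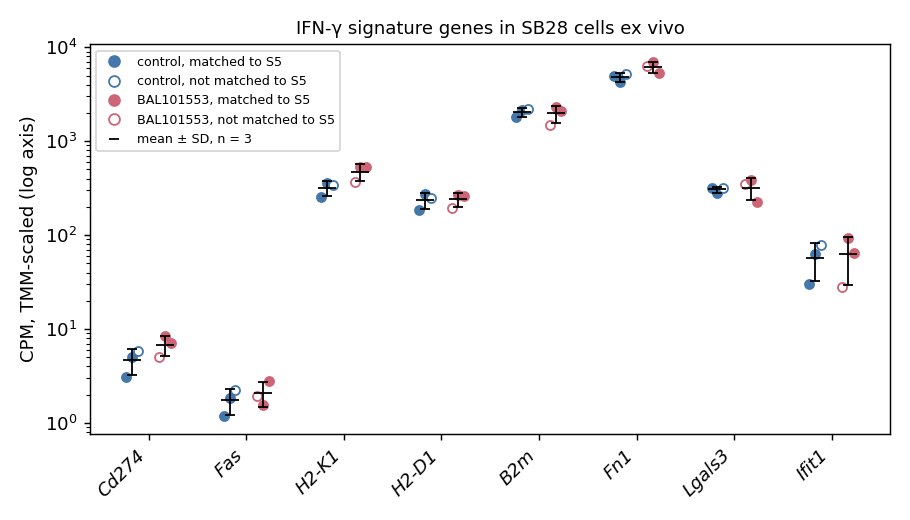
CPM of genes of the IFN-γ signature on a log axis, with 1 point per library. Filled points are the matched libraries, open points are control 3 and BAL101553 1, and bars are mean ± SD (n = 3). The open BAL101553 point lies at 28.3 CPM for *Ifit1*, the lowest of the 6 libraries.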

**Supplementary Figure S5 – BAL101553 does not significantly impact on IFN $\gamma$  gene signature or immunomodulatory gene expression by SB28 cells in vivo.** (A) Gene expression analysis of genes comprising the interferon- $\gamma$  (IFN $\gamma$ ) signature after growth of SB28 cells in vitro or from in vivo controls and BAL101553 (BAL) treated mice. 

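*Cd276* (chromosome 9, 58524298 to 58555437), which encodes B7H3, had 133 ± 11.5 CPM (SD, n = 2) in the matched control libraries and 105 ± 4.24 CPM (SD, n = 2) in the matched BAL101553 libraries, with 130 in control 3 and 113 in BAL101553 1. Its log2 fold change was -0.34 in the matched libraries (standard error 0.13, adjusted p = 0.222 from edgeR's quasi-likelihood test) and -0.29 with 3 libraries per group (standard error 0.087, adjusted p = 0.0615). It was lower in every BAL101553 library than in every control library. Across the 26 alternatives its adjusted p lay between 0.0235, with DESeq2's Wald test, and 0.286, with control 1 and 2 and BAL101553 1 and 2. *Tgfb1* (chromosome 7, 25687002 to 25705077) had log2 fold changes of -0.38 in the matched libraries (standard error 0.17, adjusted p = 0.273) and -0.33 with 3 libraries per group (standard error 0.12, adjusted p = 0.0970). *Pvr* (chromosome 7, 19903578 to 19921160), which encodes CD155, had log2 fold changes of -0.51 (adjusted p = 0.361) and -0.44 (adjusted p = 0.183). *Cd80* (chromosome 16, 38455561 to 38496335) had the largest log2 fold change of the list in both sets of libraries, 1.08 in the matched libraries (standard error 0.55, adjusted p = 0.309) and 0.77 with 3 libraries per group (standard error 0.42, adjusted p = 0.234), at 2.07 ± 0.852 CPM (SD, n = 3) in controls and 3.53 ± 1.57 CPM (SD, n = 3) after BAL101553. Its size depends on the libraries: without BAL101553 3 the log2 fold change was 0.34, under the 0.50 of *Cd274*, and across the 15 fits that left out 1 library in a group or in both it lay between 0.04 and 1.22. *Lgals9* (chromosome 11, 78962974 to 78984946) had log2 fold changes of 0.64 (adjusted p = 0.414) and 0.33 (adjusted p = 0.546).

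**Figure D3:**
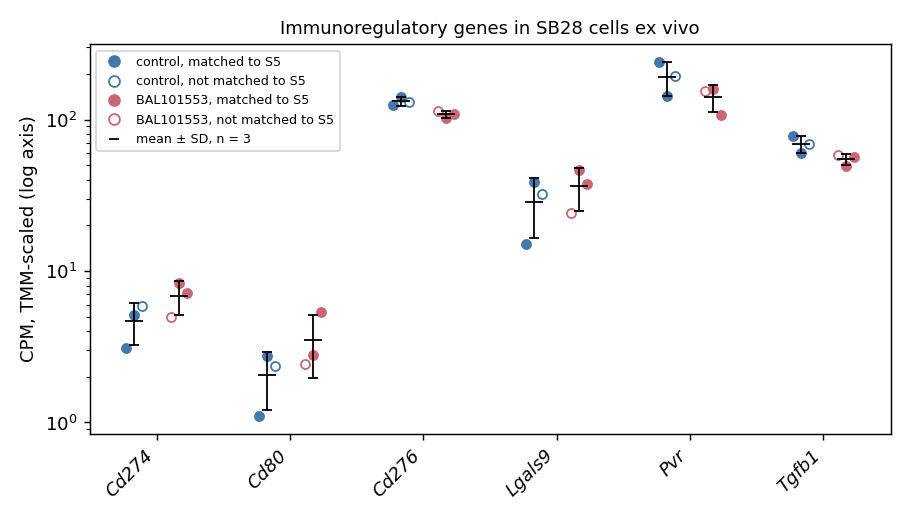
CPM of the immunoregulatory genes on a log axis, with 1 point per library. Filled points are the matched libraries, open points are control 3 and BAL101553 1, and bars are mean ± SD (n = 3). *Cd276* is the gene of the list with the lowest adjusted p over 3 libraries per group.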

(B) Gene expression analysis of immunoregulatory molecules based on RNA sequencing of SB28 cells growing in vitro or from in vivo controls and BAL101553 treated mice. All comparisons are statistically non-significant ( $p > 0.05$ ). Statistics: t-test corrected with false discovery rate (FDR).

Supplementary Figure S6

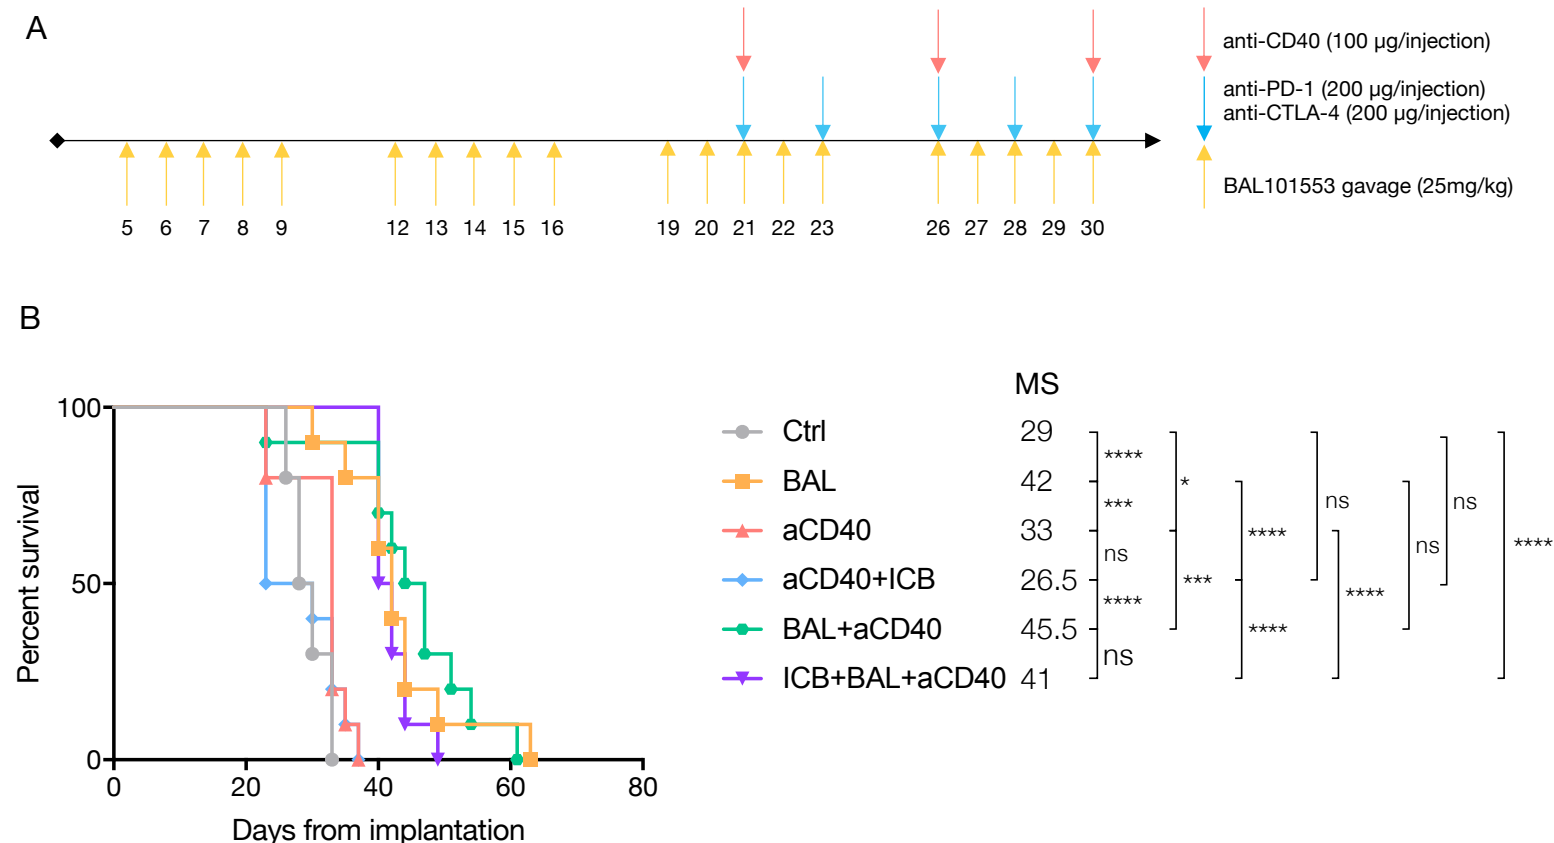

**Supplementary Figure S6 – Addition of anti-CD40 to combined immune checkpoint blockade and BAL101553 therapy does not improve survival of SB28 implanted mice.** (A) Treatment schedule of mice, intra-cranially implanted with SB28 at day 0. (B) Symptom-free survival curve of mice treated with vehicle control (Ctrl), agonistic anti-CD40 (aCD40), BAL101553 (BAL), a combination of BAL and aCD40 (BAL+aCD40), a combination of anti-PD-1 and anti-CTLA-4 (ICB) and aCD40 (aCD40+ICB) or a combination of all therapies (ICB+BAL+aCD40). Median survival (MS) is displayed in days. Statistics: Log-rank (Mantel-Cox): non-significant (ns)  $p > 0.05$ ; \*:  $p < 0.05$ ; \*\*\*:  $p < 0.001$ ; \*\*\*\*:  $p < 0.0001$ . n=8-10 mice per group. n=10 mice per group.

Supplementary Figure S7

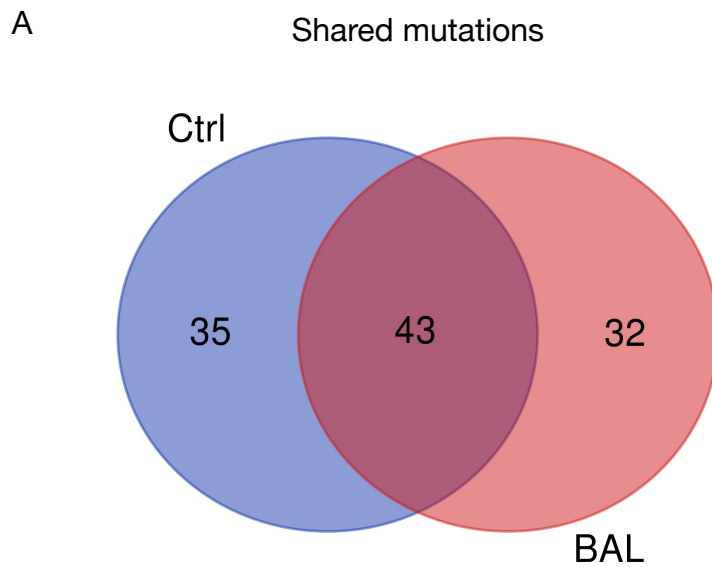

B Mutations acquired in vivo

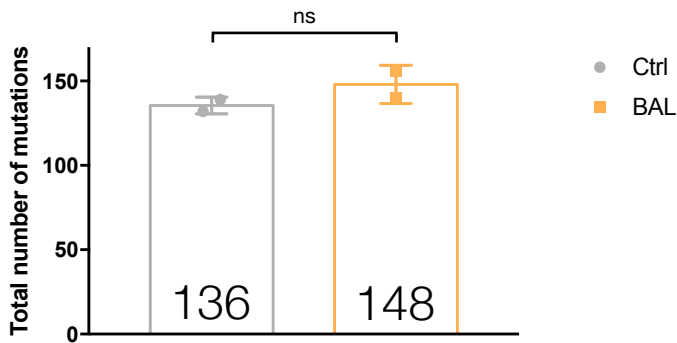

C Type of mutations

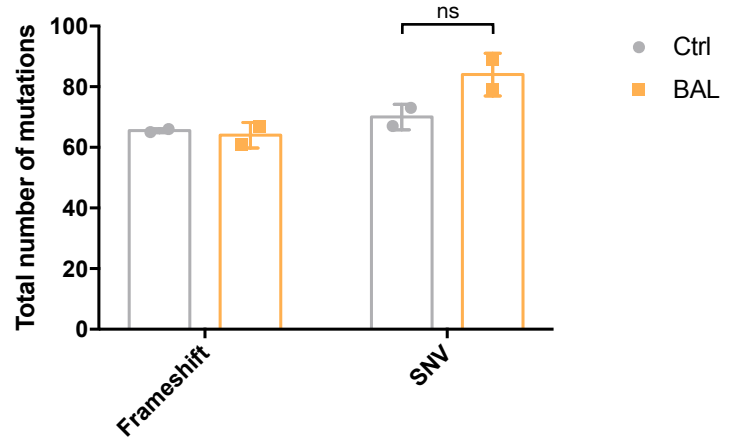

D NeoEpitope prediction

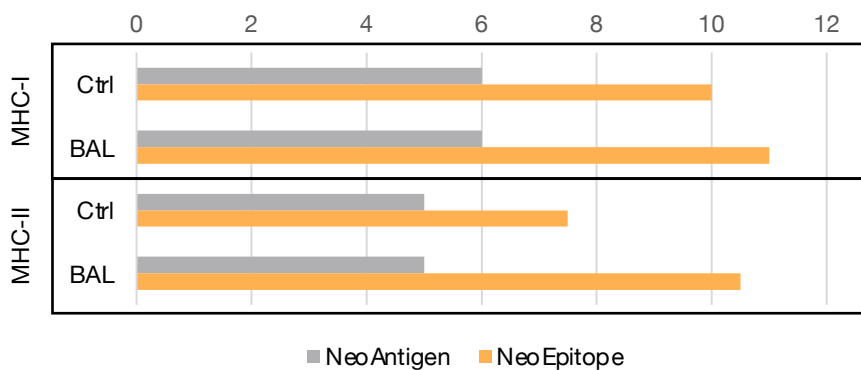

**Supplementary Figure S7 – BAL101553 treatment does not significantly induce more mutations or generate more neoepitopes on SB28 tumor cells tested ex vivo .** (A) Analysis of all identified mutations on SB28 cells ex vivo after vehicle control or BAL101553 (BAL) treatment, based on WES data shows 43 common mutations. (B, C) Whole exome sequencing data of SB28 cells from ex vivo control and BAL101553 treated mice, with total mutational load (B) and analysis of mutation type (C). (D) The same samples were analyzed by algorithms (see methods for details) to predict generation of neoepitopes for MHC-I and MHC-II. Statistics: Tukey's test corrected with false discovery rate (FDR); non-significant (ns):  $p > 0.05$ . 2 biological replicates are analyzed for each group.

A

|                             |                                 | Ctrl |     |           |  | aCD40 |     |           |  | BAL |     |           |  | BAL+aCD40 |     |           |  |
|-----------------------------|---------------------------------|------|-----|-----------|--|-------|-----|-----------|--|-----|-----|-----------|--|-----------|-----|-----------|--|
|                             |                                 | d19  | d33 | Sacrifice |  | d19   | d33 | Sacrifice |  | d19 | d33 | Sacrifice |  | d19       | d33 | Sacrifice |  |
| Microglia/Macrophages ratio | Green = high = low tumor burden |      |     |           |  |       |     |           |  |     |     |           |  |           |     |           |  |
| Activated MDSCs (Mono)      | Green = low = anti-tumoral      |      |     |           |  |       |     |           |  |     |     |           |  |           |     |           |  |
| Activated MDSCs (Granulo)   | Green = low = anti-tumoral      |      |     |           |  |       |     |           |  |     |     |           |  |           |     |           |  |
| % of Nk infiltration        | Green = high = anti-tumoral     |      |     |           |  |       |     |           |  |     |     |           |  |           |     |           |  |
| Activated DCs               | Green = high = anti-tumoral     |      |     |           |  |       |     |           |  |     |     |           |  |           |     |           |  |
| % of activated CD8          | Green = high = anti-tumoral     |      |     |           |  |       |     |           |  |     |     |           |  |           |     |           |  |
| % of exhausted CD8          | Green = high = ?                |      |     |           |  |       |     |           |  |     |     |           |  |           |     |           |  |
| % of T cell infiltration    | Green = high = anti-tumoral     |      |     |           |  |       |     |           |  |     |     |           |  |           |     |           |  |
| CD8/CD4 ratio               | Green = high = anti-tumoral     |      |     |           |  |       |     |           |  |     |     |           |  |           |     |           |  |
| % of Tregs [CD4]            | Green = low = anti-tumoral      |      |     |           |  |       |     |           |  |     |     |           |  |           |     |           |  |
| CD8/Tregs                   | Green = high = anti-tumoral     |      |     |           |  |       |     |           |  | N/A |     |           |  | N/A       |     |           |  |

d33

Terminal symptoms

B

T cell infiltration

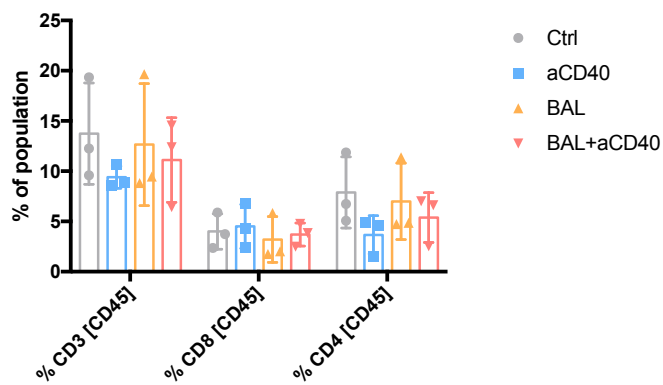

F

T cell infiltration

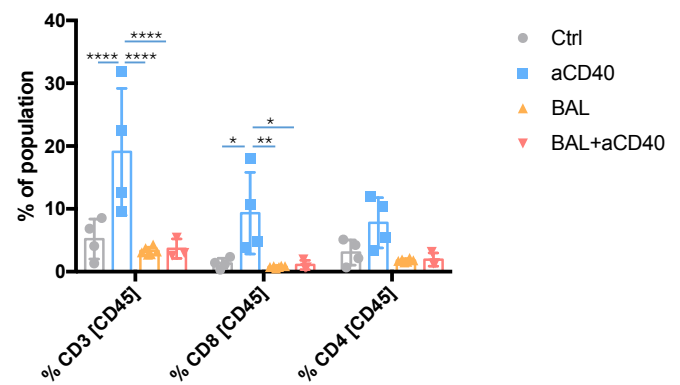

C

CD8 activation/exhaustion markers

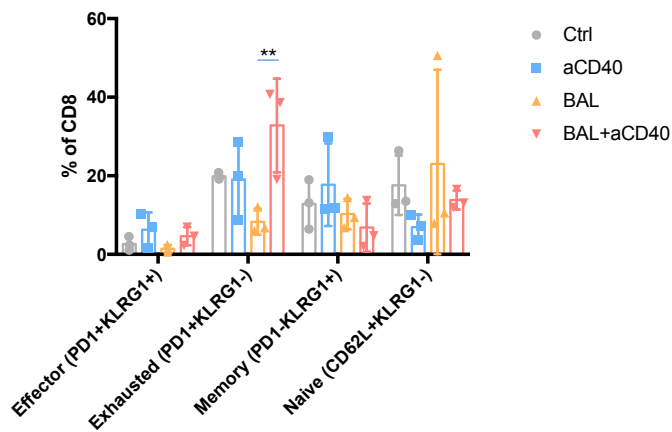

G

CD8 activation/exhaustion markers

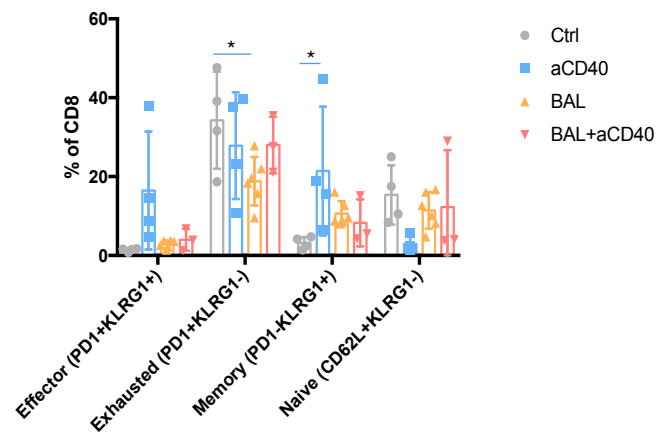

D

CD8/CD4 ratio

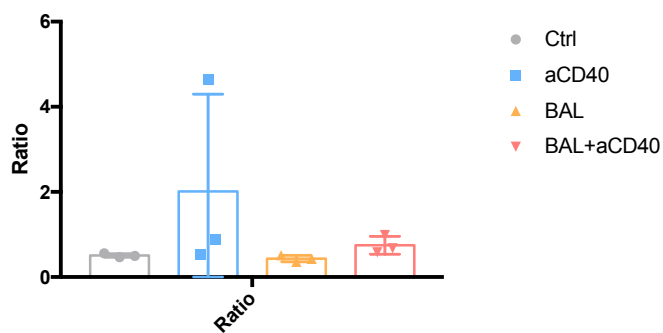

H

CD8/CD4 ratio

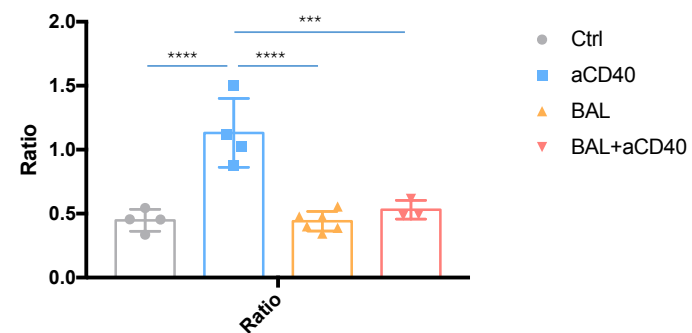

E

T regs

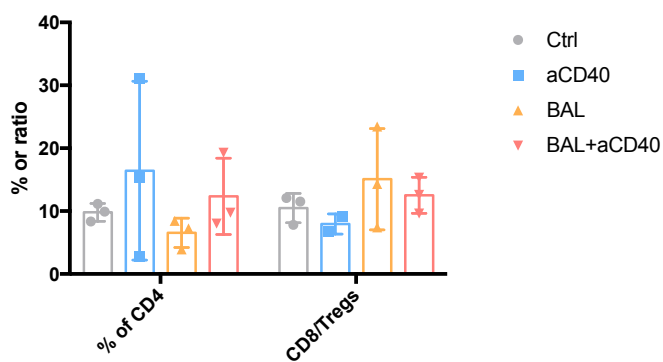

I

T regs

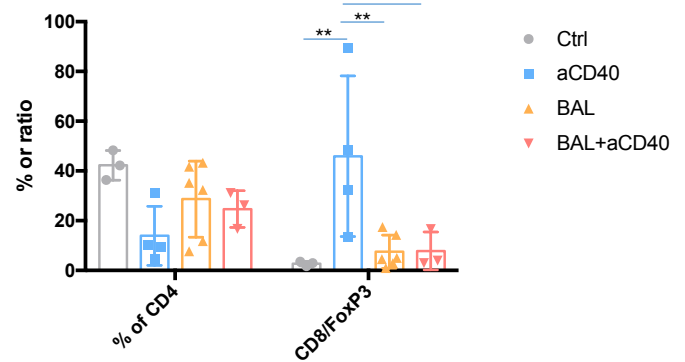

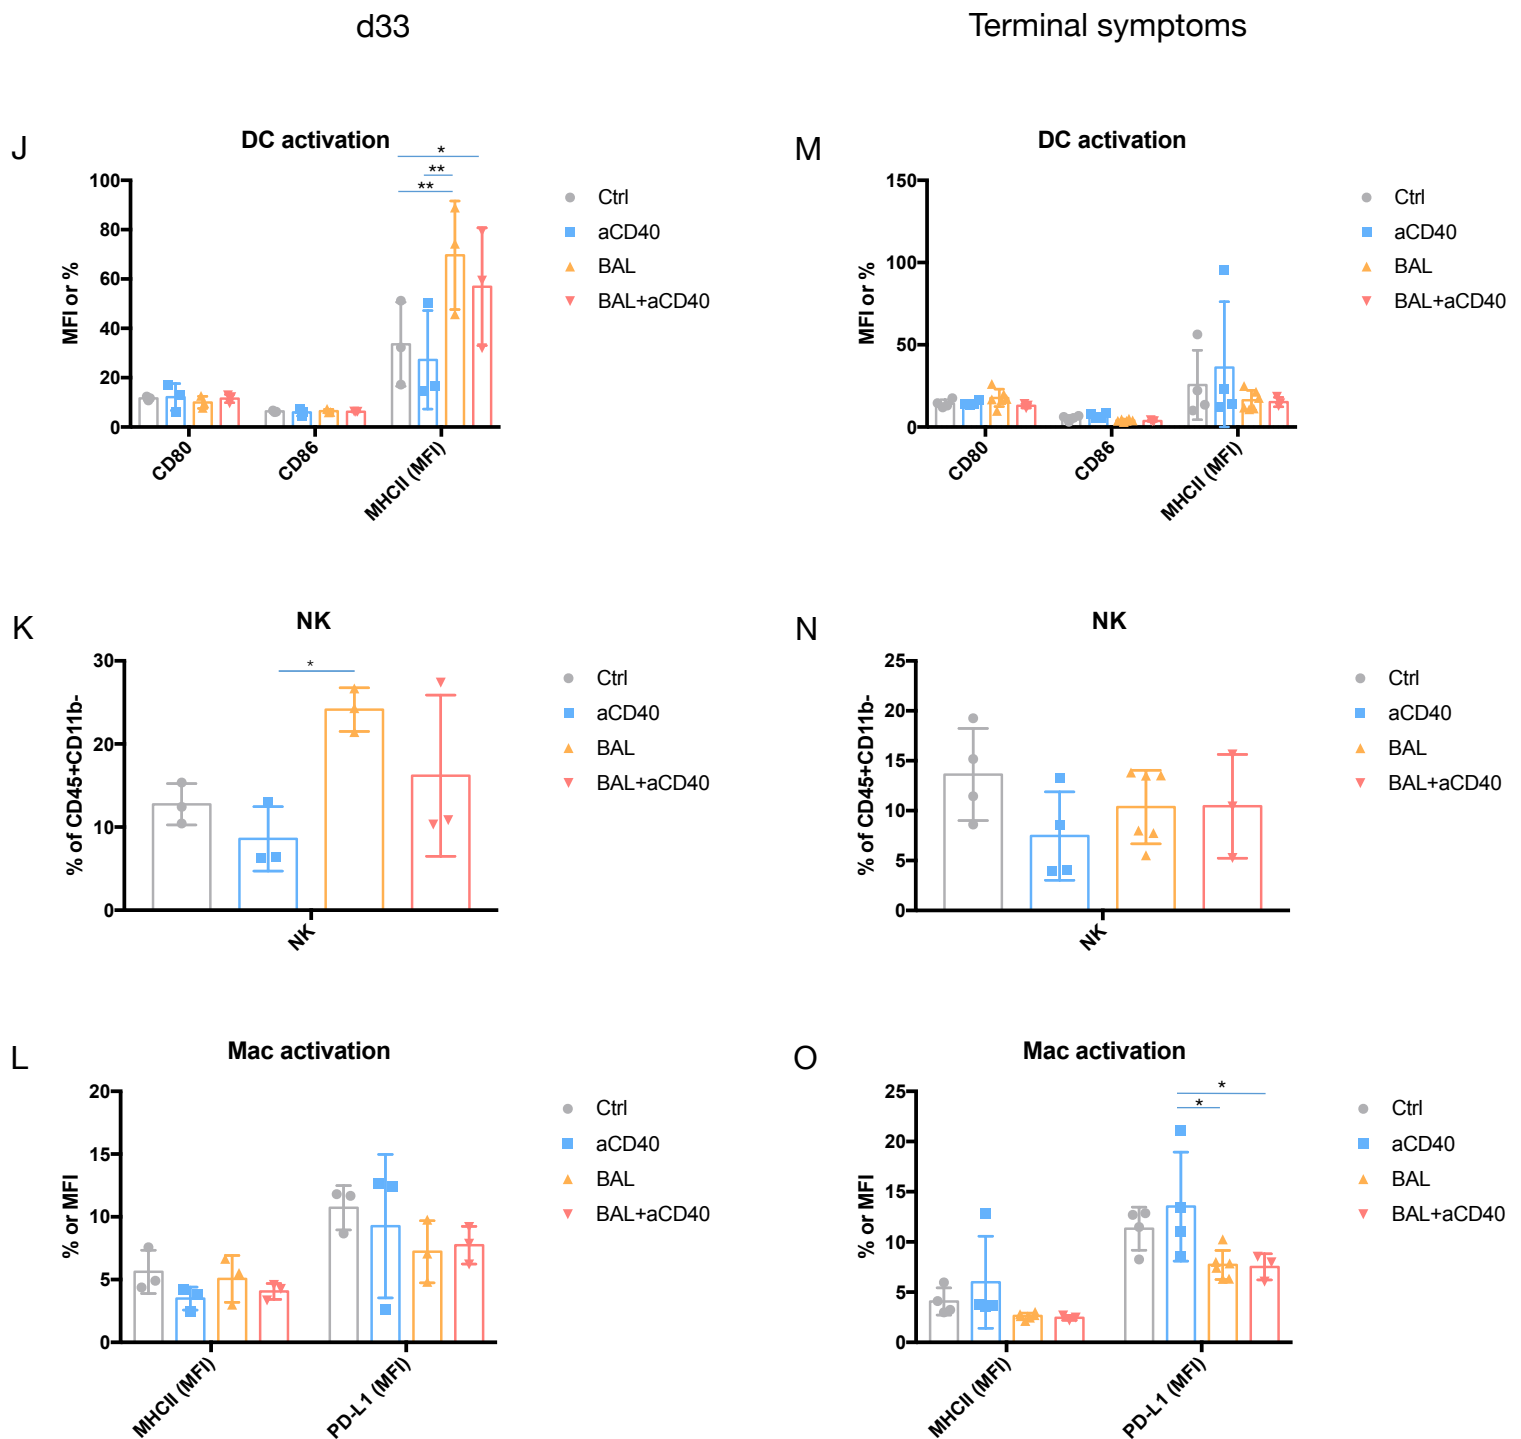

**Supplementary Figure S8 –Brain infiltrating immune cells are impacted by the different treatment protocols.** (A) Table summarizing many of the cell subtypes analyzed at d19 or 33 after tumor implantation, or at time of terminal symptoms and classified as green, orange or red for their prospected association with pro-tumoral, in between, or anti-tumoral impact respectively. (B-O) Brain infiltrating leucocytes from mice intracranially-implanted with SB28 and treated with vehicle control (Ctrl), anti-CD40 (aCD40), BAL101553 (BAL) or a combination of BAL and aCD40 were collected at d33 (B, C, D, E, F, G, H) or at time of terminal symptoms (I, J, K, L, M, N, O) and stained for subsequent flow-cytometry analysis, multiple immune cell subtypes are displayed. Statistics: Tukey's test, \*:  $p < 0.05$ ; \*\*:  $p < 0.01$ ; \*\*\*:  $p < 0.001$ ; \*\*\*\*:  $p < 0.0001$ . Error bars indicate SD. N/A: non applicable. Cell populations analyzed are the following: T cells ( $CD3^+$ ), CD8 T cell ( $CD3^+$  and  $CD8^+$ ), CD4 T cells ( $CD3^+$  and  $CD4^+$ ), leukocytes ( $CD45^+$ ), Effector CD8 T cells ( $CD3^+$  and  $CD8^+$  and  $PD1^+$  and  $KLRG1^+$ ), Exhausted CD8 T cells ( $CD3^+$  and  $CD8^+$  and  $PD1^+$  and  $KLRG1^+$ ), Memory CD8 T cells ( $CD3^+$  and  $CD8^+$  and  $PD1^-$  and  $KLRG1^+$ ), Naive CD8 T cells ( $CD3^+$  and  $CD8^+$  and  $CD62L^+$  and  $KLRG1^-$ ), Regulatory T cells ( $CD3^+$  and  $CD4^+$  and  $FoxP3^+$ ), DC ( $CD11b^+$  and  $CD11c^+$ ), NK cells ( $NK1.1^+$ ), Macrophages ( $CD11b^+$  and  $CD11c^-$ ). Monocytic and Granulocytic MDSCs respectively ( $CD11b^+$  and  $LY6G^+$ ) and ( $CD11b^+$  and  $LY6C^+$ ). All cells are gated on  $CD45^+$  after exclusion of doublets and dead cells. % x [y] corresponds to the % of the x population gated on the y population.

# Supplementary Figure S9

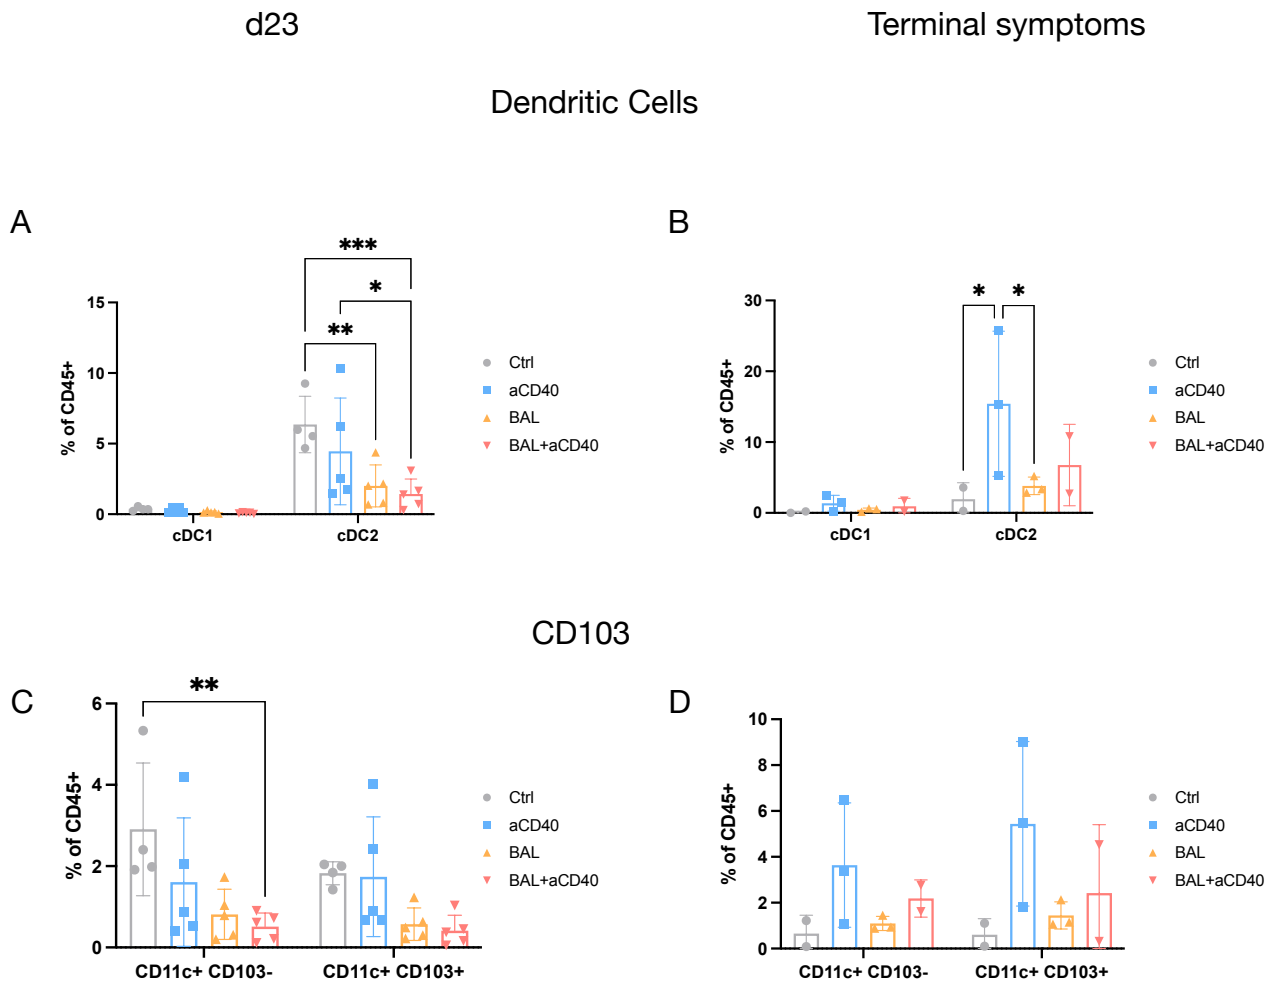

**Supplementary Figure S9 – cDC2 are less infiltrating BAL treated mice implanted with SB28.** (A, B) Proportion of brain infiltrating dendritic cells, and expression of CD103 by CD11c<sup>+</sup> cells positive (C, D), from mice intracranially-implanted with SB28 and treated with vehicle control (Ctrl), anti-CD40 (aCD40), BAL101553 (BAL) or a combination of BAL and aCD40. Brains were collected at d23 (A, C) or at time of terminal symptoms (B, D). Statistics: Tukey's test, \*: p<0.05; \*\*\*: p<0.001; \*\*\*\*: p<0.0001. Error bars indicate SD. cDC1 are defined as (CD11c<sup>+</sup>CD8<sup>+</sup>), cDC2 as (CD11c<sup>+</sup>CD8<sup>-</sup>). All cells are gated on CD45<sup>+</sup> after exclusion of doublets and dead cells.

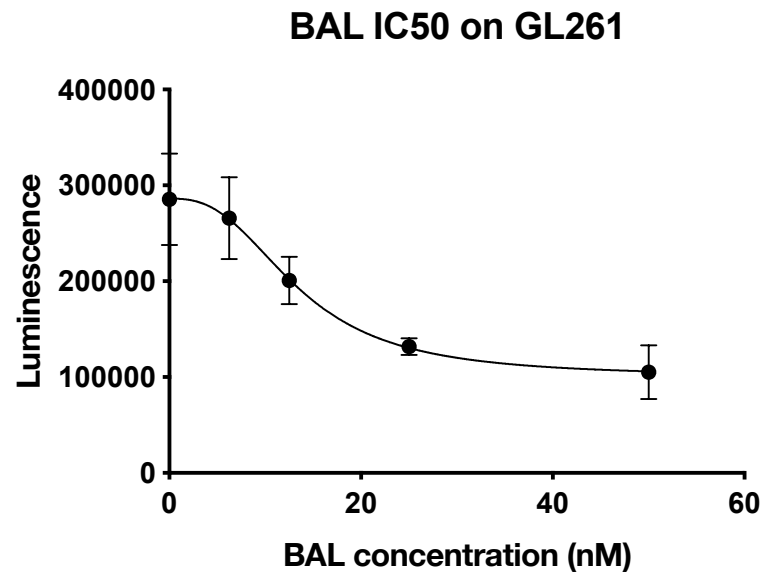

**Supplementary Figure 10 – BAL27862 impacts on viable GL261 cell in vitro.** Number of viable GL261 cells based on total ATP content by luminescent cell viability/proliferation assay; GL261 sensitivity to BAL27862 (BAL) corresponding to an IC50 of 13.42nM. Results include 3 biological replicates.

How the deposited data were processed for this re-analysis (not part of the article)

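RNA from SB28 cells taken from mouse brain was sequenced by the authors, who made stranded libraries, mapped the reads with TopHat, summarized them with PicardTools and counted them with HTSeq and featureCounts. The authors deposited whole-number counts per gene, not normalized, for 9 libraries: 3 from vehicle control mice, 3 from BAL101553-treated mice and 3 labelled astrocytes. The paper's text does not name the last group, whose labels give the treatment as BAL101553. Every count column belongs to 1 of these libraries. The legend of Supplemental Figure 5 names another test, applied gene by gene with a false discovery rate; edgeR, which the Methods name, was used here. The in vitro libraries of the paper were not analysed here. Total counts for the libraries labelled astrocytes lay between 22919523 and 29230743, with a median of 25730746. At these depths, the counting error of a gene with many reads is small beside the spread between libraries, whereas genes with 3 reads or fewer are at the limit of detection. In the table, 27 gene names had been turned into dates, and 2 of these names occur in more than 1 row. They take at most 0.440% of the counts of a library, were kept in library sizes and tests, and are not named.

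Counts were analyzed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept with edgeR's filterByExpr on the groups of each fit, library sizes were scaled by TMM, and groups were compared with the quasi-likelihood test, Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05, two-sided. Levels of single genes in the control and BAL101553 libraries are CPM scaled by TMM over these 6 libraries; list sums and medians, Xist and the libraries labelled astrocytes are scaled over all 9. The comparison with Supplemental Figure 5 alone used CPM of library totals. Standard errors are the log2 fold change divided by the square root of the test's F statistic. Only the 2 groups compared entered each fit. Gene lists were tested with limma's camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01. The IFN-γ signature and the immunoregulatory list of the paper were read at their raw p, given with the alternatives, and at the p adjusted over all lists, and the lists for interferon response, mitosis, tubulin, microglia and macrophages, neurons, oligodendrocytes, astrocytes and endothelium at p adjusted over the 10 lists. Lists for MHC class II, T cells, NK cells, the Y chromosome and Xist were read as levels.

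Samples were grouped by their labels and the paper. The design, the gene lists and most alternatives were fixed before the data were examined. The genes named were genes of the paper's lists, Ptprc, Itgam and Cd40, and in each comparison the 5 largest rises and falls past the threshold whose groups did not overlap; any other gene named alone was chosen after its values were seen. A few genes of these groups and of the oligodendrocyte list are not reported here; levels of that list are summed over 6 genes, while set tests and counts use each list whole. Alternatives were the exact test, DESeq2, limma-trend, other scalings, other filters on low counts (at least 1 count in any library, or at least 10 counts in every library), all 9 libraries in one model, each library left out, 2 libraries per group, and the replicate number as a block. Removal of a trend with transcript length and GC content, set tests on 2 libraries per group, and the count of tubulin genes were added after the data were seen. Lengths, GC content and positions came from GENCODE vM21 on GRCm38, in which 23309 of 24419 names matched by symbol and 647 by an older symbol.

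The tests were tested on simulated data with the real means, library sizes and dispersions, in which 200 of 12633 genes were changed 2-fold. Of 12520 genes tested, the quasi-likelihood test recovered 129 of the 200 (64.5%) with 12 false calls, limma-trend 129 with 11, the exact test 153 with 45 and DESeq2 149 with 52. With no list changed, 0 of 10 lists passed camera, and with the tubulin list lowered 1 did. The simulated genes varied independently of each other. This result therefore does not show how often camera passes unchanged lists whose genes vary together.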

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

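The splits of the count of genes and the tests on transcript length, dividing cells, other cell types and the order of the microglial genes were chosen after the results were seen. In each comparison the control and BAL101553 groups also differ in the day of harvest, so an effect of the drug and an effect of longer growth cannot be separated.

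A signal appeared in genes the paper does not discuss. With 3 libraries per group, 1860 genes outside its 2 lists had an adjusted p under 0.05 between BAL101553 and control (edgeR's quasi-likelihood test). Only 1 of the 10 splits of the 6 libraries, the real one, gave as many, and none of the other splits gave any; with 3 against 3 the share cannot fall below 0.1, so a chance split cannot be told apart from a group difference by this count alone. In the matched libraries, only Ltbp2 was called, at a log2 fold change of 3.10, and it was 3.09 with 3 libraries per group. The largest rises among genes whose groups did not overlap were Mfap4, AI593442, Sp140, Adam33 and Aspn. The size of the rise of Mfap4 and AI593442 depends on BAL101553 2, with 26.5 and 12.4 CPM there against 2.05 to 2.51 and 0.579 to 0.663 CPM in the other BAL101553 libraries; without it both were still called, at log2 fold changes of 4.81 and 3.18 against 6.98 and 6.02 (adjusted p = 0.0119 and 0.0209), but neither was called when any 1 control library was left out (adjusted p from 0.0518 to 0.0928 and from 0.106 to 0.126). AI593442, Sp140 and Adam33 had at most 3 reads in each control library and were at least 4.88-fold, 7.81-fold and 13.3-fold higher with any 1 BAL101553 library left out. Aspn had a log2 fold change of 5.58 (standard error 0.59, adjusted p = 0.00608). Among the largest falls were Rgs7, Nkain2, Arg1 and Vmn2r79; Rgs7 was at least 4.76-fold lower with any 1 control library left out, and Arg1 had a log2 fold change of -3.21 (standard error 0.49, adjusted p = 0.0110). In the 6 fits that each left out 1 library, Aspn and Arg1 were called in all 6, Adam33, Rgs7 and Nkain2 in 5, Mfap4 and AI593442 in 3, and Sp140 and Vmn2r79 in 2. The size of the change in Aspn and Arg1 still depended on the control libraries. In these 6 fits the log2 fold change of Aspn lay between 5.14, without control 3, and 7.22, without control 2. That of Arg1 lay between -3.58, without control 2, and -2.50, without control 1.

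The 12 tubulin genes, which the paper does not discuss, were lower after BAL101553 as a list, with an adjusted p of 1.79e-05 from camera and a median log2 fold change of -0.52. All 12 were lower with 3 libraries per group under every scaling and in the matched libraries, and at least 11 were lower in every alternative. With 3 libraries per group 6 had an adjusted p under 0.05, and in the matched libraries none did. Tubb6 fell most, by 1.03 on the log2 scale (standard error 0.11, adjusted p = 0.00608). The set call held under fry (adjusted p = 0.0213) and not with an estimated correlation (adjusted p = 0.363). For the matched libraries camera gave an adjusted p of 4.31e-05, and the call did not hold under fry (adjusted p = 0.133) or with an estimated correlation (adjusted p = 0.787). Of the 10 splits, 1, the real one, gave a p as small, which leaves a chance split open. The values argue against several technical explanations as the whole cause. After the trend with transcript length and GC content was removed, the median was -0.42. Under total library size, the scaling that brought it closest to 0 in place of TMM normalization, it was -0.43. Of 10000 random lists matched on abundance and length, 0 had a median as low, although their own median was -0.20, so that a general fall of such transcripts may account for part. Reads shared between near-identical tubulin genes would leave their sum unchanged, and the summed counts had a log2 fold change of -0.66 (adjusted p = 0.0130). For fewer dividing cells, the mitosis list was expected to fall as far, and 0 of its 18 genes fell as far as the tubulin median. That expectation was not tested. The paper describes the drug as arresting the cell cycle, so mitosis transcripts need not follow the share of dividing cells. The count of mitosis genes therefore does not decide this explanation. For RNA from other cell types, Mbp, Slc1a2, C1qa and Cldn5 reached at most 2.41% of their mean level in the libraries labelled astrocytes in any of the 6 libraries. These genes mark oligodendrocytes, astrocytes, microglia and endothelium, and do not cover other host cells. A response to the microtubule-directed drug remains a hypothesis. The 6 genes of the gamma-tubulin complex had a median log2 fold change of 0.086, but the later harvest of the treated tumors keeps a drug response and longer growth from being told apart.

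The libraries labelled astrocytes, which the paper's text does not name, held oligodendrocyte transcripts at a summed 11756 CPM over 6 genes, far above the control libraries. The astrocyte gene Slc1a2 had 4753 to 5965 CPM. RNA from other cell types is a candidate source of the microglial part: all 15 genes of the microglia and macrophage list ordered the 3 libraries alike, with Csf1r at 160, 331 and 233 CPM in libraries 1, 2 and 3. Tmem119 of this list is also expressed in the SB28 libraries. Against BAL101553, 13039 of 15314 genes had an adjusted p under 0.05, 7085 higher and 5954 lower. Of the 10 splits, 1 gave as many. Nkain4, Spock3, Apba2, Gm973 and Cdhr3 had the largest rises, each at least 533.3-fold, and Sprr1b, Klra18, Bnc1, Apol7a and Nppb the largest falls, each at least 40.3-fold, with any 1 library of the higher group left out.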

How the results depend on the processing

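With the length and GC content correction, the tubulin count and the set tests on 2 libraries per group chosen after the data were seen, results were recomputed one choice at a time. The comparison of the libraries labelled astrocytes with BAL101553 kept its count within 1.5 times in all 12 alternatives, between 9779 and 14200 genes.

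The count of genes between BAL101553 and control was 1860 and lay between 1371 and 3022 in the alternatives that kept 3 libraries per group. It was 2832 with DESeq2's Wald test and 3022 with all 9 libraries in one model, for a cause that was not tested. On simulated data DESeq2 made 52 false calls against 12 with the quasi-likelihood test. That simulation changed 200 genes and left out the model of all 9 libraries, so it does not account for either count. With total library size only, 77.4% of the genes called were higher, against 58.7%, and the median log2 fold change of all genes was 0.101, against 0.0164, as no factor then centres the fold changes. Across the 15 fits that left out 1 library in a group or in both, the count was from 1 to 1757 genes; fewer libraries give less power, but fits of the same size also differed, for a cause that was not tested. Of the 193 genes called without control 3, 191 were among the 1860. All genes shared between an alternative and the 1860 had the same direction. The tubulin genes called numbered 6, from 0 to 8 in these 15 fits and from 5 to 8 otherwise.

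Of the IFN-γ signature, 1 gene was called with the exact test, with DESeq2, with all 9 libraries and with the replicate block (H2-K1 in each), and 1 with total library size only (Fn1). In the leave-one-out fits 0 to 1 were called, the 1 being H2-K1 without BAL101553 1. Of the immunoregulatory genes, 1 (Cd276) was called with DESeq2, with all 9 libraries and after the length and GC content correction. No cause was tested. Adjusted over the list alone, up to 2 signature genes and 4 immunoregulatory genes were called, the latter under the replicate block.

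Where the direction changed, B2m had a log2 fold change of 0.036 with total library size only and 0.066 after the length and GC content correction, and from -0.26 to 0.17 in the leave-one-out fits. In those fits the log2 fold change was from -0.22 to 0.63 for Fas, -0.19 to 0.29 for H2-D1, -0.16 to 0.30 for Lgals3, -0.61 to 0.76 for Ifit1 and -0.20 to 0.83 for Lgals9. No cause was tested.

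Camera passed 2 of the 10 lists (tubulin and oligodendrocyte). With an estimated correlation 0 passed, tubulin at an adjusted p of 0.363. Under the filter of 10 counts in every library 1 passed. In the leave-one-out fits from 1 to 5 passed; tubulin passed in all 15, at an adjusted p from 1.58e-05 to 0.00129. In the same fits the IFN-γ signature had a raw p from 0.0227, in the matched libraries, to 0.933, the immunoregulatory list from 0.311 to 0.976, and the adjusted p of the interferon response list was from 0.000258 to 0.967, mitosis from 0.527 to 0.993, microglia and macrophages from 0.527 to 0.993, astrocytes from 0.607 to 0.993, and neurons from 0.252 to 0.976, each with directions both ways. The mitosis list, which did not pass, changed direction under fry (adjusted p = 0.904), the filter of 10 counts (0.912) and the replicate block (0.985), as did the microglia and macrophage list under the block (0.985). No cause was tested.

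With the replicate number as a block, 1371 genes were called. The immunoregulatory set test changed direction under the block, with a raw p from camera of 0.946. Deviations of libraries with the same number correlated at 0.143, 0.0114 and 0.146, and those with different numbers between -0.194 and 0.082. The same-number values include the highest ones but are small, so whether the numbers pair the libraries stays open.

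Counted over all alternatives, and with the genes named above included, 13 results for single genes and other lists were weaker in 1 alternative or more (87 cases), 5 stronger (15 cases) and 4 moved (4 cases).

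Depth limits Ptprc, Itgam and Cd40, with 25 reads or fewer in each control and BAL101553 library.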

Differences from the paper's values

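The paper reports no significant difference between the ex vivo groups for either gene list. None of the genes had an adjusted p under 0.05 in the matched libraries or with 3 libraries per group. Some alternatives did call a gene. H2-K1 was called with the exact test (adjusted p = 0.0240), DESeq2 (0.0167), all 9 libraries in one model (0.0386), the replicate block (0.0246) and without BAL101553 1 (0.0388). Fn1 was called with total library size only (0.0461). Cd276 was called with DESeq2 (0.0235), with all 9 libraries (0.0449) and after the length and GC content correction (0.0326), which was chosen after seeing the values. The set test of the IFN-γ signature, which differs from the paper's gene by gene test, passed in the matched libraries with limma's camera, higher after BAL101553 (adjusted p = 0.0453). In the same libraries it did not pass under limma's fry (adjusted p = 0.354) or under camera with an estimated correlation (adjusted p = 0.786). Set tests on 2 libraries per group were added after the data were seen. With 3 libraries per group, camera did not pass the signature (adjusted p = 0.722).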

Other observations

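The tests in this part were chosen after the results were seen, except the test of long noncoding RNA genes and the splits of the set tests.

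Interferon response varied within the groups. The median CPM of 30 interferon response genes was 25.7, 37.5 and 40.8 in control 1, 2 and 3, and 25.6, 55.9 and 42.9 in BAL101553 1, 2 and 3. In the matched libraries the list was higher after BAL101553 in camera (adjusted p = 0.000258), though not under fry (adjusted p = 0.467) or with an estimated correlation (adjusted p = 0.786). With 3 libraries per group it was not (adjusted p = 0.521). For the IFN-γ signature, 6 of the 10 splits of the 6 libraries gave a set test p as small as the real one, and the smallest, 7.37e-06, came from the split with control 1, control 2 and BAL101553 1 on one side. For the immunoregulatory list 6 of 10 did. The real grouping does not stand out from the other splits for either list, so chance stays open. No biological explanation was tested for the spread within the groups.

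The material of the control and BAL101553 libraries is called whole tissue in the labels. The summed CPM of 6 genes of the oligodendrocyte list was at most 20.6 in these 6 libraries, which argues against whole brain or tumor tissue and leaves sorted cells, as the paper describes, open. The list of 7 MHC class II genes summed to 1.62 ± 0.0603 CPM (SD, n = 3) in controls, 1.64 ± 0.573 (SD, n = 3) after BAL101553 and 140 ± 109 (SD, n = 3) in the libraries labelled astrocytes. T cell genes summed to at most 0.168 and 0.206 CPM in the control and BAL101553 groups. The NK cell list summed to at most 3.99 and 1.24 CPM, nearly all of it from Eomes (89 reads in control 1), while Ncr1, Klrb1c and Klrk1 had 0 reads in all 6 libraries, so the sum does not mark NK cells. Cd40 had 6, 25 and 20 reads in control 1, 2 and 3 and 5, 21 and 19 in BAL101553 1, 2 and 3.

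The best match of the columns of Supplemental Figure 5 to any 4 of the 6 libraries, among 360 ordered choices, had a mean Pearson r of 0.984 and put each library under its own treatment. This shows that those 4 carry the same treatment in the labels and in the figure; a mislabelled sample stays open, because one exchanged before the figure was drawn would match as well.

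The oligodendrocyte list, low in these libraries, passed camera as lower after BAL101553 (adjusted p = 0.0170). Other lists did not pass with 3 libraries per group: mitosis (0.969), microglia and macrophages (0.969), neurons (0.839), astrocytes (0.969) and endothelium (0.521). Endothelium passed as lower in the matched libraries (adjusted p = 0.00428). Gja1, Cdh5 and Tmem119 of these lists are expressed in the SB28 libraries, so the lists do not mark other cells alone.

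Fold changes rose with transcript length across the 12530 of 12633 genes with a known length, with a Spearman rho of 0.237 across genes, which are not independent replicates. The median log2 fold change was -0.18 among the shortest 10% of transcripts and 0.22 among the longest 10%. Each library's correlation with length was -0.174, -0.0629 and -0.302 in control 1, 2 and 3 and 0.223, 0.160 and 0.126 in BAL101553 1, 2 and 3. The exact two-sided permutation p was 0.1, the smallest that 3 against 3 allow, so a technical trend between libraries and a group difference cannot be told apart.

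Malat1 and Neat1 were higher after BAL101553, by log2 fold changes of 2.28 and 1.45 (adjusted p = 0.00430 and 0.00995), and neither passed in the matched libraries (adjusted p = 0.0732 for each). More nuclear RNA in these libraries is a possible explanation. The 318 long noncoding RNA genes had a median log2 fold change of 0.17, against 0.14 for random lists matched on abundance and length, and 23.3% of 1000 such lists had a median as high. This leaves the explanation open, since not all of these RNAs are nuclear. The 78 ribosomal protein genes had a median of -0.39, against -0.27 for matched lists.

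Xist had 10.7, 19.3 and 40.5 CPM in control 1, 2 and 3, 58.6, 44.9 and 218 CPM in BAL101553 1, 2 and 3, and 1143 to 1265 CPM in the libraries labelled astrocytes. The 4 Y chromosome genes had 0 CPM in every library. RNA from host cells would have to supply 13.7% of the level in the libraries labelled astrocytes to bring the excess in BAL101553 3. In BAL101553 3, Mbp, Slc1a2, C1qa and Cldn5 reached at most 1.30% of their mean level in those libraries. This argues against oligodendrocytes, astrocytes, microglia and endothelium as the source, and leaves other host cells open. No biological explanation was tested.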
